# Deregulated translation of the transcription factor Myt3 predisposes islet β cells to dysfunction under obesity-induced metabolic stress

**DOI:** 10.1016/j.jbc.2026.111164

**Published:** 2026-01-13

**Authors:** Ruiying Hu, Yu Wang, Mahircan Yagan, Yanwen Xu, Alan J. Simmons, Ken S. Lau, Qi Liu, Guoqiang Gu

**Keywords:** insulin, diabetes, stress response, insulin secretion, glucose, uORF, translation

## Abstract

In response to obesity-related metabolic stress, islet β cells adapt (or compensate) by increasing their secretory function and mass. Yet, for unknown reasons, this compensation is reversed in some individuals at some point to induce β-cell failure and overt type 2 diabetes. We have previously shown that transcription factor Myt3 (St18) and its paralogs, Myt1 and Myt2 (Myt1l), prevent β-cell failure. Myt3 was induced at post-transcriptional levels by obesity-related stress in both mouse and human β cells. Its downregulation, at both protein and transcript levels, accompanied human β-cell dysfunction during type 2 diabetes development. Single-nucleotide polymorphisms in *MYT3* were associated with an increased risk of human diabetes. We now show that disrupting an upstream ORF that overlaps with the main Myt3 ORF can enhance Myt3 translation without metabolic stress but decreases it under high-fat diet challenges in islet β cells. Consequently, this deregulation results in β-cell dysfunction and glucose intolerance in mice, accompanied by compromised expression of several β-cell function genes under high-fat diet challenge. These findings suggest that stress-induced Myt3 translation is a part of the compensation mechanism that prevents β-cell failure in mice.

Type 2 diabetes (T2D) arises when endocrine islet β cells cannot secrete enough insulin to regulate blood glucose homeostasis (1, 2). This disease usually starts with obesity-related insulin resistance. In response, β cells increase their mass and secretory function to boost insulin output. This adaptation (or compensation) can maintain lifetime glucose homeostasis in most obese subjects (3). Yet in ∼20% of these people, adaptation stops after some time, and β-cell failure follows in the forms of β-cell loss of identity, death, and/or dysfunction (*i.e.*, β-cell failure), leading to overt diabetes (4). The mechanisms that cause the transition from compensation to failure are unknown but are thought to be related to workload-related stress response (5).

Producing and driving insulin secretion are metabolically stressful processes. During insulin biosynthesis, large amounts of unfolded proinsulin can accumulate in the endoplasmic reticulum (ER) (6). If not removed, the unfolded proteins will decimate the ER function, inducing β-cell failure. To stimulate insulin secretion, high levels of glucose metabolism are needed to increase the ATP–ADP ratio that drives subsequent membrane depolarization, Ca^2+^ influx, and secretion. Yet glucose metabolism coproduces reactive oxygen species (ROS), which at low levels enhance glucose-stimulated insulin secretion (GSIS) but at high levels induce cell dysfunction and/or death (7, 8, 9). Therefore, β cells activate the unfolded protein response and oxidative stress response to clear these toxic products (10). During unfolded protein response, cells increase the expression of chaperones, chaperonins, and proteases (involved in ER-aided degradation) *via* inositol-requiring enzyme 1 alpha– and activating transcription factor (Atf6)-mediated RNA processing and transcription (6, 11). They also reduce overall protein translation while inducing the selective production of specific stress effector molecules such as Atf4 for stressor clearance (12). This selective protein translation is made possible by the protein kinase R–like endoplasmic reticulum kinase–eukaryotic initiation factor 2 alpha (eIF2α) axis that activates the translation of mRNAs with particular features in their 5′ leader sequences. These features include short upstream ORFs (uORFs), which can partially overlap with the main ORF, like that in Atf4 (12, 13). The proposed mechanism is that eIF2α phosphorylation could slow down the overall translation to allow higher chances of initiation from the main ORF. During oxidative stress response, the transcription factor (TF) Nurf2 is activated to induce enzymes for ROS removal (14, 15). The overall result of these responses is a reduction in unfolded proteins and ROSs that prevents β-cell dysfunction and diabetes (7).

An overly activated stress response, however, can repress key β-cell factors (16, 17) while also activating some downstream proapoptotic effectors such as Atf4 target genes, CHOP and Bid (2, 6, 18, 19). Thus, mechanisms that guard against the overactivation of stress response likely play an essential role in preventing the transition from β-cell adaptation to failure (20).

We have recently identified a family of myelin TFs, Myt1, 2, and 3, that prevent β-cell failure by repressing a few stress response genes (21, 22). Amongst these family members, Myt3 is particularly intriguing. Two *MYT3* single-nucleotide polymorphisms are associated with the risk of human diabetes (23, 24). Its transcript level anticorrelates with the secretory function of primary human β cells; its protein levels are induced at post-transcriptional levels by obesity-related metabolic stress, yet are decreased in failing primary mouse and human β cells (22). Here, we examine how deregulating Myt3 translation affects β-cell adaptation in mice.

## Results

### Myt3 is required for robust glucose-induced insulin secretion from β cells

Coinactivation of all three *Myt* genes in pancreatic cells using a transgenic *Pdx1*^*Cre*^ mouse line led to overt diabetes in young adult mice, whereas inactivating *Myt3* alone did not (22). We therefore tested whether the *Myt3*^*F/F*^*; Pdx1*^*Cre*^ mice exhibited subtle defects in glucose homeostasis and β-cell function, such as glucose clearance or GSIS in isolated islets.

Over 95% of islet cells have lost Myt3 proteins in *Myt3*^*F/F*^*; Pdx1*^*Cre*^ mice (Fig. 1, *A* and *B*). In young adults (∼6 weeks), neither male mutants nor female mutants showed defective glucose clearance (Fig. S1*A*), accompanied by normal GSIS in isolated islets (Fig. S1*B*). By 4 to 5 months after birth, both *Myt3*^*F/F*^*; Pdx1*^*Cre*^ males and females showed defective glucose clearance compared with controls (Figs. S1, *C* and *D* and 1*C*). Isolated islets from these older mice showed reduced GSIS in response to 20 mM glucose (G20), although their basal insulin secretion under 2.8 mM glucose (G2.8) only displayed a weak trend of reduction (*p* = 0.27) (Fig. 1*D*). In the presence of both G20 and 30 mM KCl (G20K, inducing maximal stimuli for insulin secretion by hyperdepolarization and insulin secretory granules transport) (25), insulin secretion levels between the control and the *Myt3*^*F/F*^*; Pdx1*^*Cre*^ islets were similar (Fig. 1*D*). Thus, the stimulation indices in response to G20 (over G2.8) or maximal G20K stimulation (over G2.8) were similar in control and *Myt3*^*F/F*^*; Pdx1*^*Cre*^ islets (Fig. 1*E*). These results suggest that the proportion of releasable insulin secretory granules, in response to stimulatory glucose, was reduced in β cells of the aged *Myt3*^*F/F*^*; Pdx1*^*Cre*^ mice. They also established the roles of Myt3 in β cells, leading us to explore how deregulating obesity-induced Myt3 upregulation affects β-cell dysfunction.

**Figure 1:**
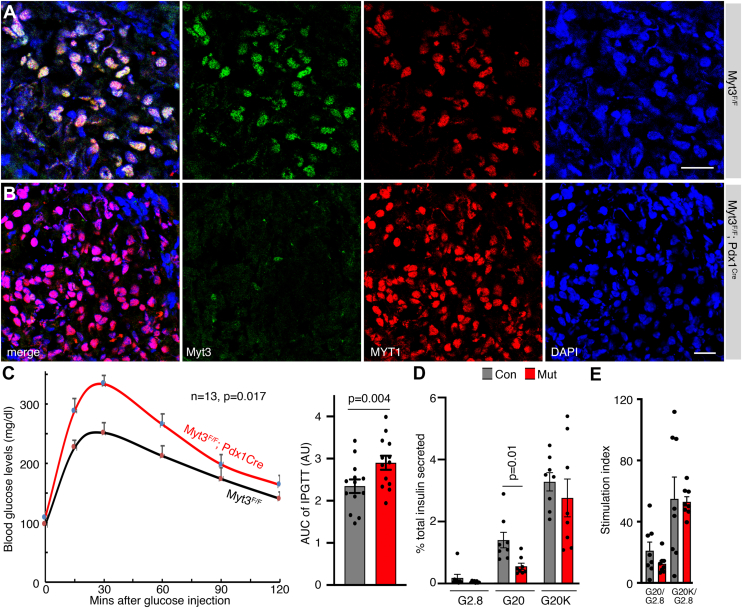
**Myt3 is required for β-cell GSIS in adult mice.***A* and *B*, Myt3 inactivation efficacy by *Pdx1*^*Cre*^. Merged images and single-channel images were displayed. Myt1 staining was included to highlight the coexpression of Myt1 and MYT3. DAPI was used to note the location of nuclei. The bars represent 20 μm. *C*, IPGTT results in mice ∼4 to 5 months after birth, with both scatterplot and area under the curve (AUC) shown. For both the control and mutant groups, six females and seven males were included. The *p* values are from repeated-measures ANOVA (line graph) and a *t* test with a two-tailed type 2 error (AUC). *D* and *E*, GSIS assays of isolated islets (5–6 months old). *D* showed the % of total insulin secreted, and *E* showed the stimulation index. Both male and female islets were included. Each dot represents one independent assay. Assays were done on 2 days. Each day, four GSIS assays were done for control (from two males + two females) and mutant samples (each with two males + two females). The *p* value is from a *t* test with a two-tailed type 2 error. DAPI, 4',6-diamidino-2-phenylindole; GSIS, glucose-stimulated insulin secretion; IPGTT, intraperitoneal glucose tolerance test.

### Obesity-related metabolic stress increases Myt3 protein production in β cells

We have reported that extreme obesity and diabetes in *db/db* mice increased Myt3 protein levels in β cells *via* post-transcriptional mechanisms (22). To examine whether Myt3 upregulation also occurs under prediabetic conditions, we compared Myt3 levels in β cells of mice fed with a high-fat diet (HFD) or a control diet (CD). Eight-week-old C56BL/6J mice were fed with HFD for 2 months. HFD challenge induced significant weight gain and insulin resistance but not overt diabetes(defined as fasting blood glucose higher than 250 mg/dL) compared with CD (Fig. 2, *A*–*C*). There was no statistically significant difference in *Myt3* transcript levels between islets of CD- and HFD-fed mice (Fig. 2*D*). Yet, there were significantly increased levels of Myt3 proteins per β cell in HFD-fed mice (Fig. 2, *E*–*G*). In addition, serum from CD- or HFD-fed mice did not change the stability of Myt3 protein in isolated islets (Fig. 2, *H*–*K*). We therefore concluded that the increased Myt3 protein levels from HFD-challenged β cells arose from increased Myt3 translation.

**Figure 2:**
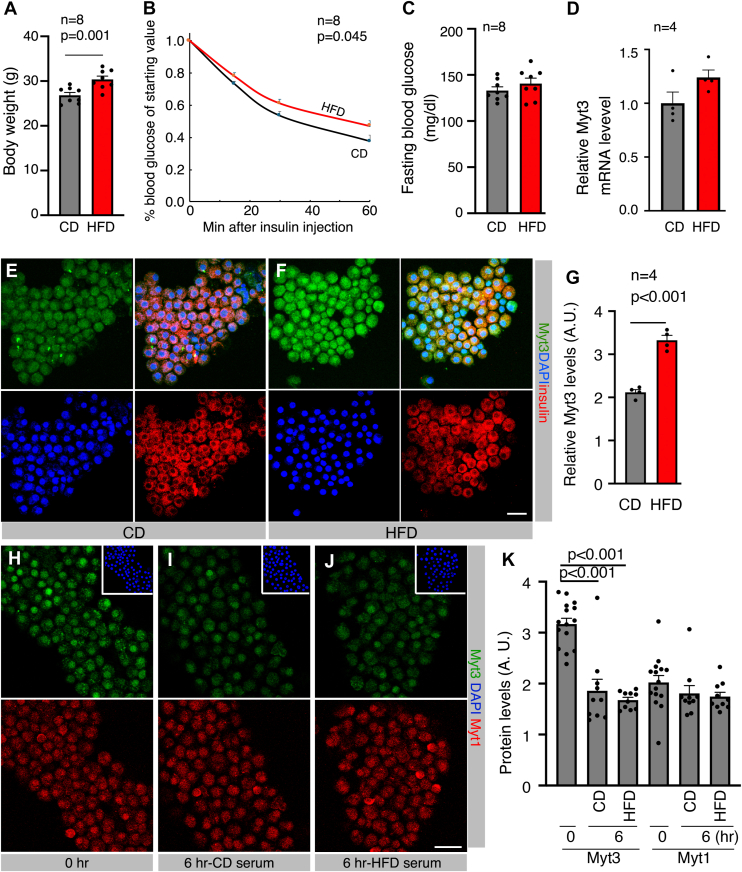
**HFD challenge induces Myt3 translation in β cells.***A*–*C*, weight gain, insulin tolerance, or fasting blood glucose levels in adult mice fed with CD or HFD for 2 months (starting when mice were 2 months old, including four males and four females). For scoring insulin tolerance, the blood glucose levels at all data points were normalized against the fasting blood glucose, before insulin injection. *p* Value in *A* is from *t* test with a two-tailed type 2 error. *p* Value in *B* is from repeated-measures ANOVA. *D*, real-time RT–PCR assays of *Myt3* mRNA in islets of mice fed with CD or HFD for 2 months (n = 4 mice, processed individually). *E*–*G*, Myt3 levels (*green*) in β cells (insulin+, *red*) with 2-month CD or HFD challenge. *E* and *F*, showed typical images with Myt3, insulin, and DAPI (visualizing nuclei) single channels or merges in CD (*E*) or HFD samples (*F*). *G*, Myt3 IF quantification in four mice (*p* value is from *t* test, two-tailed type 2 error). *H*–*K*, IF assays of Myt3 (*green*) stability in isolated islets, which were treated with 150 μM cyclohexamide for 6 h with control FBS (*H*), CD-fed mouse serum (*I*), or HFD-fed mouse serum and assayed *via* IF. Myt1 (*red*) was included as a control. DAPI (*blue*, *insets*) was included to locate nuclei. *K*, quantification of IF in 10 to 14 microscopic fields of each sample. *p* Value is from *t* test, two-tailed type 2 error. The bars represent 20 μm. CD, control diet; DAPI, 4',6-diamidino-2-phenylindole; FBS, fetal bovine serum; HFD, high-fat diet; IF, immunofluorescence.

### Myt3 mRNAs have features that allow their stress-regulated translation

Several stress response effectors are increased at translational levels during stress response because of some special features in the 5′ noncoding regions. One of these features is the presence of uORFs, short ORFs that either terminate before or overlap with the main ORF of functional proteins. The uORFs normally inhibit translation. Yet under cellular stress, when eIF2α is phosphorylated, the presence of uORFs improves the chance of recruiting the ribosomal initiation complex to the start codon of the main ORF for higher levels of translation (12). For this reason, we analyzed whether such regulatory uORFs exist in the 5′ leader sequences of *Myt3* mRNA.

To identify the primary *Myt3* transcripts, we utilized our RNA-Seq results from purified adult mouse β cells (26). These data were generated using random priming so that aligning the sequenced complementary DNA (cDNA) fragments against the *Myt3* genomic sequence will show the potential transcriptional starting site (TSS) and splicing patterns. We identified 26 exons with detectable RNA-Seq reads (Fig. S2*A*), with three of the most 5′ exons starting with TSSs (exons E1A, E1B, and E1C) (Figs. 3*A* and S2*B*). In addition, exons E4, E6, and E8-24 were found in >95% of Myt3 mRNAs. Exons E1B, E1C, E2, E3, and E5 were found in less than 5% of cDNAs (Figs. 3*A* and S2*A*). Important for this study, exon 7 was detected in (78.0 ± 1.0)% of all Myt3 mRNAs (Fig. S2*A*) (mean ± SEM, n = 4). These splicing and transcription patterns result in two primary *Myt3* mRNA isoforms (T1 and T2), with the main difference being the inclusion or exclusion of E7 (Fig. 3*A*).

**Figure 3:**
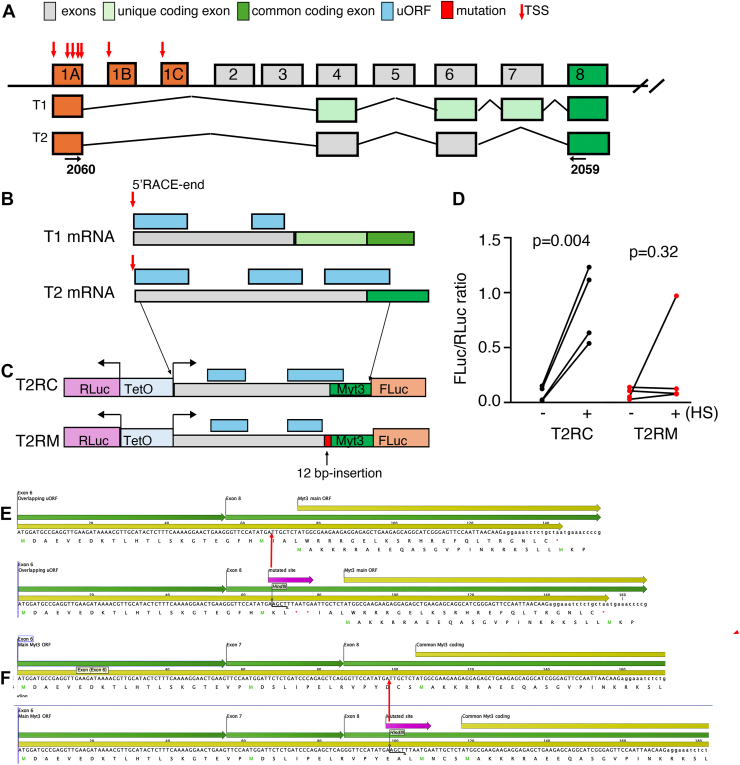
**A primary Myt3 transcript has an mRNA element allowing translational control by stress response.***A*, Myt3 exons with detectable expression in adult mouse β cells. Only the first 11 of the 26 exons are shown (not in scale). Exon1 E1A, E1B, and E1C started from different TSSs. *Red arrows* indicate the exact TSSs predicted from RNA-Seq. *B*, the presence of uORFs in the 5′ ends of the two primary Myt3 transcripts, started from the 5′ ends identified *via* 5′-RACE. *C*, reporter constructs that are used to test stress-induced translation. In the construct, the Myt3 cDNA with ATG and 17 extra amino acid codons were fused with the coding sequence of FLuc (without the FLuc ATG). Note that RLuc and FLuc transcription are all regulated by a TeoO promoter–enhancer, ensuring a constant ratio of their transcription. Also note that in the T2RM construct, a 12 bp sequence (5′-AGCTTTAATGAA-3′) was inserted to disrupt the overlapping uORF. *D*, reporter assay results with or without ER stress response induced by a 3-h heat shock at 42 to 43 °C. Presented are the ratios between FLuc and RLuc. Each dot represents an independent experiment, each having two to three technical duplicates. *p* Values are from paired *t* tests with two-tailed type 2 errors. *E*, the exact sequences used in T2RC (*top*, WT sequences) and T2RM (*bottom*, with 12 bp insertion), with uORF and main ORF labeled. *F*, the effect of the 12 bp insertion on the T1 encoded Myt3, resulting in the insertion of four residues. *E* and *F*, the *red arrow* indicates the location of insertion. cDNA, complementary DNA; ER, endoplasmic reticulum; FLuc, firefly luciferase; 5′-RACE, 5′ rapid amplification of cDNA end; RLuc, Renilla luciferase; TSS, transcriptional starting site; uORF, upstream ORF.

Because stress response can regulate protein translation *via* 5′ mRNA leader sequences, we inspected the E1A sequences in detail. We found several potential TSSs within this exon using the RNA-Seq results, mainly within a stretch of 120 bases in the 3′ portion of E1A (Fig. S2*C*). These different TSSs did not seem to arise from premature sequencing stop because many of the mRNA fragments read were shorter than the expected length (150 bps), that is, the mRNA ends were detected because the sequencing reached the end of cDNA fragments but not because of stoppage of the sequencing process (Fig. S2*C*). To verify this possibility, we used RT–PCR and 5′ rapid amplification of cDNA end (5′-RACE) to determine the actual TSSs.

Nested RT–PCR using oligos spanning E1A and E8 (Fig. 3*A* and Fig. S3, *A* and *B*), followed by sequencing, verified the presence of T1 and T2 transcripts that include at least 162 bps of the 3′ portion of E1A (Fig. S3, *A* and *B*, using oligos #2060 and #2059). Using 5′-RACE, we detected two putative TSSs from 12 sequenced 5′-RACE clones (Fig. S3, *C* and *D*). No sequenced clones initiated from E1B, consistent with their low abundance. Five of the 13 matched mRNAs initiated around E1C and 7 (with identical sequence) from E1A (Fig. 3*B*). Importantly, the 5′-RACE-identified TSS in E1A lies in the middle of the RT-PCR-identified cDNA fragment, confirming the presence of multiple TSSs in this exon (Fig. S3, *C* and *D*). All our sequenced mRNAs shared E4, E6, E8-E24, with E7 included in about three-fourths of all mRNAs. Thus, our analyses below focused on transcripts with these exons (with E7 as an alternative spliced exon) and a portion of E1A. We also limited our E1A exon sequence to those identified by 5′-RACE, which represent >90% of all recognizable Myt mRNAs.

By inspecting the sequences upstream of the main ORF but after the 5′-RACE–verified sequences for Myt3 protein, we found that T1 and T2 transcripts have two or three uORFs, respectively (Figs. 3*B* and S4, *A* and *B*). 

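In the GENCODE vM21 annotation of GRCm38, Myt3 is listed as St18 (ENSMUSG00000033740.17), on the plus strand of chromosome 1 from 6487231 to 6860940, with 13 annotated transcripts. Exon 6 lies at 6768898 to 6768952 (55 nt), exon 7 at 6770944 to 6770974 (31 nt) and exon 8 at 6795386 to 6795576 (191 nt). Exon 6 opens with an ATG. Exon 7 is part of 9 of the annotated transcripts, and 0 of the 13 join exon 6 directly to exon 8. The sequence of T2 was therefore built by leaving exon 7 out of an annotated transcript. Because the length of exon 7 is not a multiple of 3, its presence sets the frame in which exon 8 is read. With exon 7, the ORF that starts in exon 6 has 1045 codons. Without it, the ORF from the same ATG has 47 codons and ends at position 6795474 in exon 8. An ATG at 6795405, 19 bases after the start of exon 8, opens an ORF of 1010 codons in the frame of the long T1 protein. In T2 the 2 ORFs share 70 nt. The T1 protein has 35 additional codons at its amino terminus. The ORFs further upstream, in exons 1A and 4, were not analysed here.

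**Figure D1:**
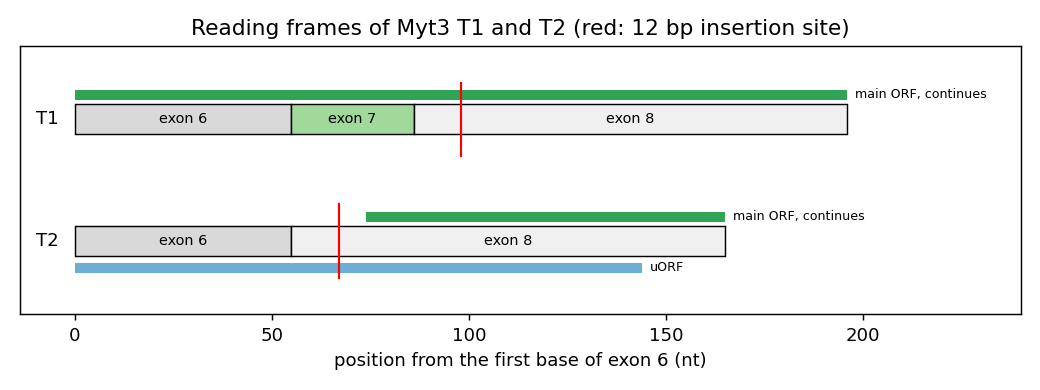
Exons 6 to 8 of the T1 and T2 transcripts of Myt3, drawn to scale in nucleotides from the start of exon 6, with exon 8 shortened. Green bars are the main ORF, the blue bar is the ORF of 47 codons read from exon 6 in T2, and the red line marks the site of the 12 bp insertion.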

In the T2 transcript, the distal uORF overlaps with the main ORF, whereas none overlaps with the main Myt3 ORF in T1 (Figs. 3*B* and S4, *A* and *B*). These findings raised the possibility that T2 translation could be regulated by stress response, like Atf4.

A bidirectional transcription promoter was utilized to drive the simultaneous transcription of Renilla luciferase (RLuc) and firefly luciferase (FLuc) using a TetO-enhancer. In the presence of rTTA, the R-Luc and F-Luc mRNAs were expected to be transcribed at a consistent ratio. Thus, their luciferase activity change will be dictated by the translational efficacy of each mRNA. The 5′ end of the T2 transcript, including the expected translation initiation codon of Myt3 plus 17 Myt3 amino acid residues, was fused in-frame with the F-Luc coding region without the FLuc initiation ATG (Fig. 3*C*). We found that this sequence can significantly improve the translation of FLuc in the presence of stress, readily induced by a brief heat shock at 42 °C (Fig. 3*D*). Note that for this construction, we omitted the first uORF in the 5′ leader sequences, because the ATG is 4 bps away from the 5′ end, usually associated with very low translational initiation (27).

To test whether the overlapping uORF is required for stress-induced FLuc upregulation, we disrupted this overlap by inserting a 12-bp sequence within the uORF (Fig. 3*E*). The inserted sequence terminates the overlapping uORF before reaching the main Myt3 ORF but does not shift the main ORF from the T1 transcript (but introducing 4 amino acid residues in the nonconserved region of Myt protein) (see Figs. 3, *E* and *F* and S4, *C* and *D* for details). This mutation effectively eliminated heat shock-induced Fluc translational increase (Fig. 3*D*). We therefore tested whether this particular uORF can regulate Myt3 translation *in vivo* and whether it plays any physiological roles in β-cell functions.

### Eliminating the overlap between the uORF and the primary ORF deregulated Myt3 levels in β cells

A mouse line carrying the desired 12-bp insertion mutation was obtained *via* CRISPR–CAS9-based editing and verified by DNA fragment digestion and sequencing (Fig. 4, *A* and *B*). It was back-crossed with WT C57Bl/6j mice for four rounds. 

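The insertion site lies in exon 8 on chromosome 1 of GRCm38, between positions 6795397 and 6795398. This is 7 nt upstream of the ATG that opens the main ORF of T2. The reference sequence around the site is AGGGTTCCATATGATTGCTCTATGGC, and with the 12 inserted bases AGCTTTAATGAA it becomes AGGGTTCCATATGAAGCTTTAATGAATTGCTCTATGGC. Read in the T2 transcript from the ATG in exon 6, the inserted bases hold 2 stop codons in the frame of the uORF. The uORF is then 24 codons long instead of 47, and it ends 11 nt before the main ATG. In the T1 frame the insertion adds 4 codons. The residues VPYDCSM become VPYEALMNCSM, and residue 33 of the T1 protein is the one from which the sequences differ. The first M of MNCSM is read from an ATG within the inserted bases. This ATG lies upstream of the main ATG and in its frame, and whether T2 translation starts there was not tested. These positions come from the reference transcripts alone. The single-cell libraries hold UMI counts per gene, in which the insertion cannot be read.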

All the remaining studies were performed using this line, designated as *Myt3*^*IM*^ (or *Myt3* with an insertion mutation).

**Figure 4:**
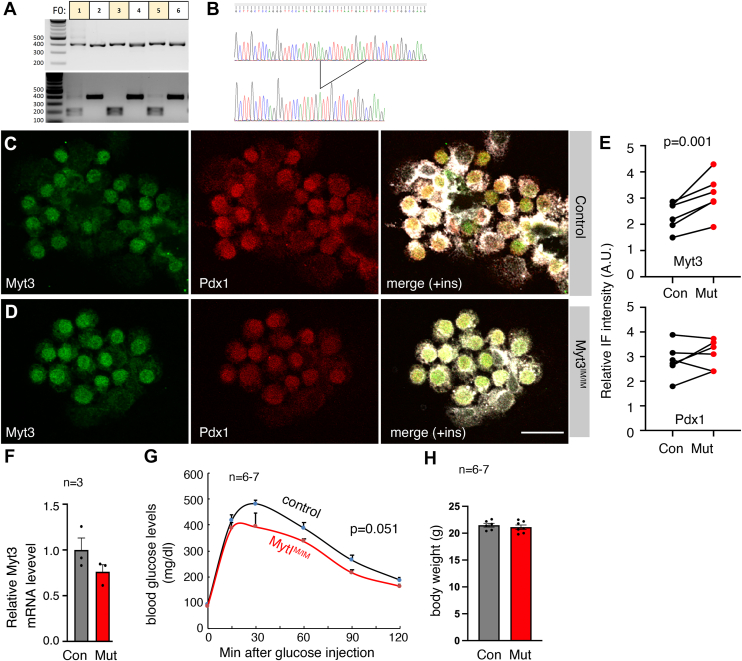
**An insertion mutation deregulates Myt3 translation in mouse β cells.***A* and *B*, verification of the *Myt3*^*IM*^ allele *via* PCR fragment digestion (*A*) and sequencing (*B*). In *A*, each lane represents one PCR fragment from one animal (*top*), spanning the mutated site that introduces a new HindIII restriction site that can be tested *via* digestion *(bottom*). *C*–*E*, typical IF staining in isolated islet cells from 3-week-old mice. Shown IF panels are average projections from z-stacked images, with single channels (of Myt3 and Pdx1) and merges (of Myt3, Pdx1, and insulin staining). The quantification data in *E* are relative Myt3 and Pdx1 levels in arbitray units (A. U.) of IF from images captured under identical parameters. Each dot represents an average of 1 mouse (three males and three females). The *p* value is from a paired *t* test, with a two-tailed type 2 error. Paired control and mutant samples were spun onto the same slide (done on the same day) for side-by-side comparisons (connected with *black lines* for results of each pair). *F*, RT–PCR of *Myt3* in isolated adult control and *Myt3*^*IM/IM*^ mice (n = 3 mice, processed individually). *G*, IPGTT test of 8-week-old male mice. Six controls and seven mutants were tested. *p* Value is from repeated-measures two-way ANOVA. *H*, animal body weight at 8 weeks after birth. IF, immunofluorescence; IPGTT, intraperitoneal glucose tolerance test.

Around weaning, β cells from *Myt3*^*IM/IM*^ mice had significantly higher levels of Myt3 protein without significantly changing the levels of Pdx1 or the transcription of *Myt3* (Fig. 4, *C*–*F*). In addition, a strong trend of improved glucose clearance is observed in young males (Fig. 3*G*), without affecting their body weight (Fig. 3*H*). These results are consistent with the translational reduction effect of the uORFs and the positive role of Myt3 for β-cell secretory function (Fig. 1). We next used this mouse line to examine the biological consequences of Myt3 translational deregulation under obesity-related stress.

### *Myt3*^*IM/IM*^ mice have compromised glucose clearance under HFD treatment

Control and *Myt3*^*IM/IM*^ mice were fed HFD for 3 to 5 months starting from ∼5 weeks after birth. We focused on male mice from now on because a pilot analysis showed that a 3-month HFD feeding had no significant effect on glucose tolerance in female mice but compromised glucose clearance in males (Fig. 5*A*). Corresponding to this observation, islets of HFD-fed mice had significantly blunted insulin secretion when scored for percent of total insulin secreted (Fig. 5*B*) but had no effect on the stimulation index (Fig. 5*C*). There were also compromised Myt3 and Pdx1 production in mutant islet cells (Fig. 5, *D*–*F*). The proliferation of the β cells in these HFD-treated mutants remained the same in control and mutant mice (Fig. S5, *A*–*C*), and β-cell apoptosis was undetectable as well (Fig. S5, *D*–*E*). These findings suggest that deregulated Myt3 production under obesity causes β-cell dysfunction.

**Figure 5:**
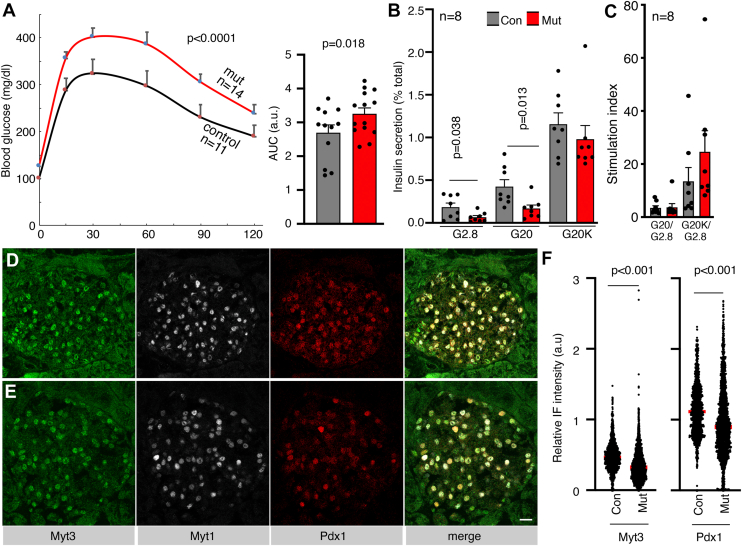
***Myt3*^*IM/IM*^ mice have compromised glucose clearance under HFD treatment.***A*, IPGTT results of control and mutant (mut) mice after HFD feeding for ∼3 to 5 months, shown with scatter plot and AUC. *B* and *C*, insulin secretion from islets after 5 months of HFD feeding, shown as % of total insulin secretion (*B*) or stimulation index (*C*). *D* and *E*, Myt3, Myt1, and Pdx1 IF staining in control (*D*) and mutant (*E*) pancreatic sections. Myt1 staining was included to locate islet cells (in cells where Pdx1 signals became undetectable). The bar represents 20 μm. *F*, relative Myt3 and Pdx1 levels in the nuclei of control and mutant β cells after 5 months of HFD feeding. Each dot represents one cell, with signals integrated from z-stacked images. Three batches of animals (each consisting of two mice) were used. The *p* values were from a *t* test, with two-tailed type 2 errors. AUC, area under the curve; HFD, high-fat diet; IF, immunofluorescence; IPGTT, intraperitoneal glucose tolerance test.

### Myt3 deregulation compromises genes required for β-cell function

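Droplet single-cell libraries of islets from Myt3IM/IM and control mice were analysed, in which a barcode marks each cell and a unique molecular identifier (UMI) marks each captured transcript. The labels name 4 libraries, mutant 1 and 2 and control 1 and 2, and libraries are called by these labels. The paper gives a high-fat diet of 5 months and inDrop-Seq, while the labels give a normal diet and PIPseq, and the paper's diet and platform are used here. The authors counted UMIs per gene and cell with DropEst, and the deposited counts are not normalized. Count matrices of mutant 1, mutant 2 and control 2 were used. Of control 1 only the list of 2417 barcodes was used, and its expression was not analysed here. With 2 mutant libraries and 1 control library, no test between genotypes was made. Differences from control 2 are instead set beside the gap between the mutant libraries, and cells are not treated as replicates. The matrices held 8448466 UMIs in mutant 1, 9013499 in mutant 2 and 36985253 in control 2, over 32227 listed genes. Control 2 had a median of 14051 UMIs per kept cell, 5.79-fold the median of mutant 1 and 3.65-fold that of mutant 2. The batch entry in the labels of control 2 differs from that of the other libraries in its last figure alone and is no calendar date, so whether control 2 was a batch of its own is not known. If it was, batch and genotype cannot be told apart in these 3 libraries. Depth was examined by thinning cells and in β cells of like depth. The mutant libraries share 0 barcodes and differ beyond sampling noise, with a chi-square of 6.61 per degree of freedom over genes. Cells were clustered from log-normalized counts, with the genes of Fig. 6F and Myt3 left out of the variable genes. UMIs of β cells were summed per library and scaled to library size as CPM with edgeR's TMM method, and log2 ratios of each mutant library to control 2 used a prior count of 1. Intervals are exact 95% intervals that cover counting error only. Scrublet marked 6 of 7263 cells as doublets, too few for a working call, so no doublets were removed.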

We utilized single-cell RNA-Seq to identify the altered genes in β-cells in *Myt3*^*IM/IM*^ mice after HFD challenge. 

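The kept cells of the 3 libraries formed 12 clusters, named from a fixed list of marker genes. The naming thresholds were set after the clusters had been seen. Clusters 0, 2, 7 and 8 were called β-like, with Ins1, Ins2, Iapp, G6pc2 and Pcsk1 detected in each and none of the fixed β markers among their 10 leading genes. The name of cluster 2 is the least certain, since it was led by Cmss1, Pigr, Gm19951 and Reg1, an acinar gene outside the fixed list. The 4 clusters held 2125 of 2940 cells in mutant 1 (72.3%, 95% CI 70.6 to 73.9), 1489 of 2040 in mutant 2 (73.0%, 71.0 to 74.9) and 1656 of 2283 in control 2 (72.5%, 70.7 to 74.4). Cluster 6 was led by Gcg, Ppy and Pyy and holds α and PP cells together. It took 12.6% of mutant 1 (11.4 to 13.8), 13.7% of mutant 2 (12.2 to 15.2) and 2.85% of control 2 (2.20 to 3.61). The δ-like cluster 5, led by Sst and Rbp4, took 6.43% of mutant 1 (5.57 to 7.38), 6.91% of mutant 2 (5.85 to 8.10) and 2.98% of control 2 (2.32 to 3.76). For both clusters the distance from control 2 to either mutant library was larger than the gap between the mutant libraries. Endothelial-like cells numbered 111, fibroblast- or stellate-like cells 62, macrophage-like cells 47 and duct-like cells 22. Clusters 3 and 11 expressed insulin genes but stayed unnamed, because acinar Ctrb1 led the former and the latter had 0.290 times its libraries' median depth without a leading β marker. The unnamed clusters held 5.51% of mutant 1, 3.38% of mutant 2 and 17.9% of control 2. The β share depends on these clusters and on cluster 2. Without cluster 2, an alternative chosen after seeing the data, it was 67.5% in mutant 1, 69.4% in mutant 2 and 71.9% in control 2. With each cell thinned to 500 UMIs before clustering, it was 78.3% in both mutant libraries and 91.7% in control 2.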

From two independent assays of both control and mutant samples, we observed all expected cell types, including the endocrine islet cells (with eight β-cell subsets) and nonendocrine cells (Fig. 6*A*). Cell clustering based on cell genotypes showed clear separation of control and mutant cells (Fig. 6, *B* and *C*), suggesting the profound effect of the introduced *Myt3* mutation. 

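The separation was measured as the share of a β cell's 20 nearest neighbours that come from its own library, in 30 principal components. Each pair of libraries was brought to 1335 β cells per library and each cell to 1000 UMIs. A library split at random gave shares from 0.497 to 0.503, the level of full mixing. Mutant 1 and mutant 2 gave 0.530. Mutant 1 and control 2 gave 0.915, and mutant 2 and control 2 gave 0.890, so both pairs with control 2 lay far above the pair of 1 genotype. Thinning to 500 UMIs moved the mean of the pairs with control 2 furthest, from 0.903 to 0.841. Control 1, which would give a pair of control libraries, was not analysed here. From the separation of cells by genotype over all 4 libraries, the paper proposes a profound effect of the mutation.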

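Of the 4 β-like clusters, cluster 0 held 1832 cells of mutant 1, 1317 of mutant 2 and 58 of control 2, which is 62.3%, 64.6% and 2.54% of the libraries' cells. Cluster 8 held 38, 35 and 1579 cells, or 1.29%, 1.72% and 69.2%. Thus 95.6% of cluster 8 came from control 2, so this cluster cannot be separated from that library. The median depth was 2934 UMIs for mutant 1 cells in cluster 0 and 18700 UMIs for control 2 cells in cluster 8. The clusters are led by genes that themselves differ between the libraries, so their sizes describe how the libraries part and are not read as shares of β-cell subtypes. Their numbers are not those of Fig. 6A.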

Note that we detected several β-cell subtypes in both control and mutant samples (Figure 5, Figure 6, *A*–*C*). β-1, β-2, β-6, and β-10 are mainly detected in the control samples, whereas β-0, β-4, β-7, and β-9 are in mutants. These findings suggest that the altered Myt3 expression dynamics has changed the identity of all the β-cell subpopulations but did not eliminate any. 

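The same limit holds for the smaller β-like clusters. Cluster 2 took 4.80% of mutant 1 (95% CI 4.05 to 5.63), 3.58% of mutant 2 (2.82 to 4.48) and 0.613% of control 2 (0.336 to 1.03). Cluster 7 took 3.88% (3.21 to 4.64), 3.14% (2.42 to 3.99) and 0.219% (0.0711 to 0.510). None of the 4 β-like clusters was without cells of any library, and the smallest entry was 5 cells of control 2 in cluster 7. Cells of control 2 in cluster 0 had a median of 4538 UMIs, below the 14051 UMIs of their library.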

The correlation between the WT and the mutant β-cell subtypes, however, remains unclear and has not been further pursued.

**Figure 6:**
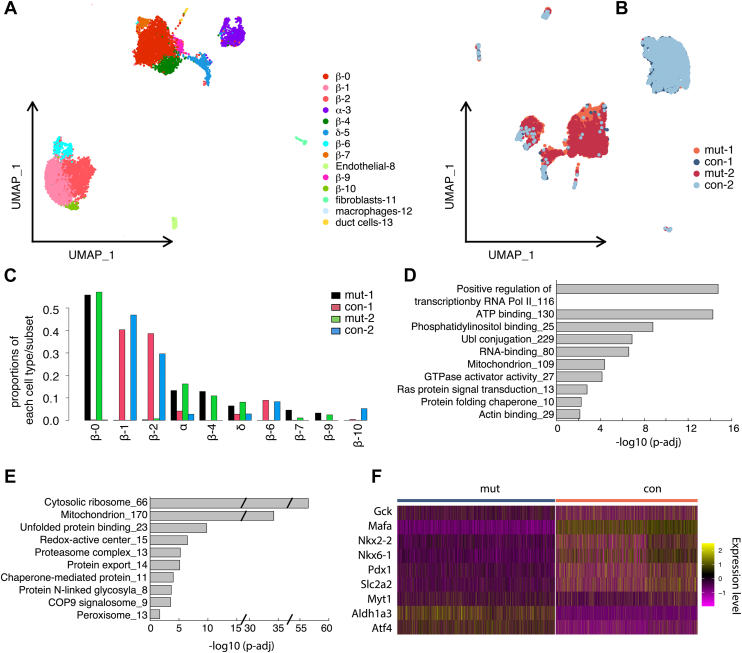
**Myt3 deregulation compromised β-cell function genes.***A*, UMAP of all cells identified in control and mutant islets clustered based on features of different cell types. *B*, UMAP of all cells, clustered based on their sample genotype. The two duplicates were marked using different colors. *C*, proportions of β and α cell subpopulations in control and mutant islets. *D* and *E*, processes that are downregulated or upregulated in mutant β cells after 5 months of HFD treatment. *F*, expression of several genes in control and mutant β cells. HFD, high-fat diet; UMAP, Uniform Manifold Approximation and Projection.

By comparing the gene expression differences between the control (3819 cells) and mutant (3434) β cells, we identified 2218 differentially expressed genes (Table S1). 

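Summed β-cell UMIs were compared for the 4767 genes with a mean of at least 20 CPM over the 3 libraries. The sums covered 6704096 UMIs of 2125 cells in mutant 1, 7285364 of 1489 cells in mutant 2 and 31662663 of 1656 cells in control 2. The log2 ratio to control 2 was below -0.5 in both mutant libraries for 1541 genes and above 0.5 in both for 680 genes. These are counts by size, without a test. With mutant 1 set apart from the other libraries in the same way, 18 and 62 genes passed, and with mutant 2 set apart 12 and 8. Because both ratios share control 2, 20 sets of unchanged libraries were simulated with the spread of the mutant libraries, and a median of 2 genes passed downwards and 0 upwards. The simulated sets held no batch difference, so how many genes a batch of control 2 would move is not known. The split by direction depends on the scaling. The median ratio of all genes was -0.19 in mutant 1 and -0.21 in mutant 2 with TMM, and 0.44 and 0.41 with CPM of all UMIs. With the latter, 569 genes were lower and 1986 higher, so that lower genes made up 22.3% in place of 69.4%. Hormone transcripts took 61.3% of β-cell UMIs in control 2, 49.8% in mutant 1 and 51.6% in mutant 2. Among genes with at least 50 CPM, the 5 lowest in both mutant libraries were Fkbp11, Dapl1, Rpl23a, Pappa2 and Rpl21. Fkbp11, on chromosome 15 from 98724366 to 98728198, had 29, 46 and 4496 UMIs in mutant 1, mutant 2 and control 2, and log2 ratios of -5.61 in mutant 1 and -5.07 in mutant 2. Ribosomal protein genes such as Rpl23a and Rpl21 have many near-identical pseudogenes, between which counting can split reads. The 5 highest were Gcg, Serpinb8, Dnajb1, Lars2 and Trpm5. Their log2 ratios in the lower of the mutant libraries ran from 2.70 for Trpm5 to 3.76 for Gcg. At 500 UMIs per cell a Gcg UMI was found in 71.1%, 78.2% and 9.12% of β cells of mutant 1, mutant 2 and control 2, and in 64.9%, 72.6% and 15.1% of non-endocrine cells.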

Gene Ontogeny analysis showed that the downregulated genes regulated processes, such as ATP binding, Ubl conjugation, mitochondrion, Ras signaling, actin binding, and others (Fig. 6*D*). In contrast, the upregulated genes regulated cytosolic ribosome translation, mitochondrion, unfolded protein binding, proteosome, chaperones, and others (Fig. 6*E*). These altered processes are consistent with the compromised secretory function of the *Myt3*^*IM/IM*^ β cells.

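No gene ontology table was used here, so processes were represented by families of gene symbols, and Ubl conjugation was not analysed here. Among genes with at least 20 CPM, the median log2 ratio to control 2 of 114 ATP-binding kinases, pumps and helicases was 0.00 in mutant 1 and -0.08 in mutant 2. For 11 genes of Ras signaling it was 0.13 in mutant 1 and -0.02 in mutant 2, for 31 GTPase activators 0.03 in mutant 1 and -0.11 in mutant 2 and for 23 actin-binding genes -0.09 in mutant 1 and -0.15 in mutant 2. Members went both ways, with 53 of the ATP-binding genes lower in both mutant libraries and 48 higher in both. Relative to the median of all genes, these 4 medians lay higher in both mutant libraries, by 0.06 to 0.32. Among 10000 random lists matched on mean CPM, the percentiles were 97.4 for the ATP-binding genes, 76.7 for Ras signaling, 88.7 for GTPase activators and 59.9 for actin binding. With CPM of all UMIs the 4 medians were positive in both mutant libraries, from 0.45 to 0.72. The signs of the medians therefore rest on the scaling. Among β cells of 3000 to 6000 UMIs, a setting chosen after seeing the data, the actin-binding medians lay below the median of all genes, at -0.10 and -0.15, and that of Ras signaling did so at -0.05 in mutant 1.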

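Of 80 cytosolic ribosomal protein genes, 78 were lower in both mutant libraries than in control 2 and 1 was higher in both. Their median log2 ratio was -1.60 in mutant 1 and -1.56 in mutant 2, below all 10000 random lists matched on mean CPM, of which the middle 90% lay between -0.35 and 0.10. The value moved furthest in β cells of 3000 to 6000 UMIs, to -0.61 in each mutant library. Mitochondrial and chaperone processes are drawn in Fig. 6D as well as in Fig. 6E. For 70 nuclear genes of oxidative phosphorylation the median was -0.93 in mutant 1 and -0.99 in mutant 2, and for 28 mitochondrial ribosomal protein genes -0.36 in mutant 1 and -0.34 in mutant 2, within the random lists. The 29 proteasome genes had medians of -0.80 in mutant 1 and -0.76 in mutant 2, the 17 protein export genes -1.03 in mutant 1 and -0.94 in mutant 2, and the 15 N-glycosylation genes -0.98 in mutant 1 and -1.01 in mutant 2. The 6 COP9 signalosome genes had medians of -0.91 in mutant 1 and -0.81 in mutant 2, at percentile 4.81 of the random lists. The 50 chaperone genes lay at -0.48 in mutant 1 and -0.42 in mutant 2, at percentile 6.23, and 4 peroxisome genes at -0.09 in mutant 1 and -0.17 in mutant 2. With CPM of all UMIs, and among β cells of 3000 to 6000 UMIs, the chaperone, mitochondrial ribosomal and peroxisome medians were positive, while the other families stayed below 0.

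**Figure D2:**
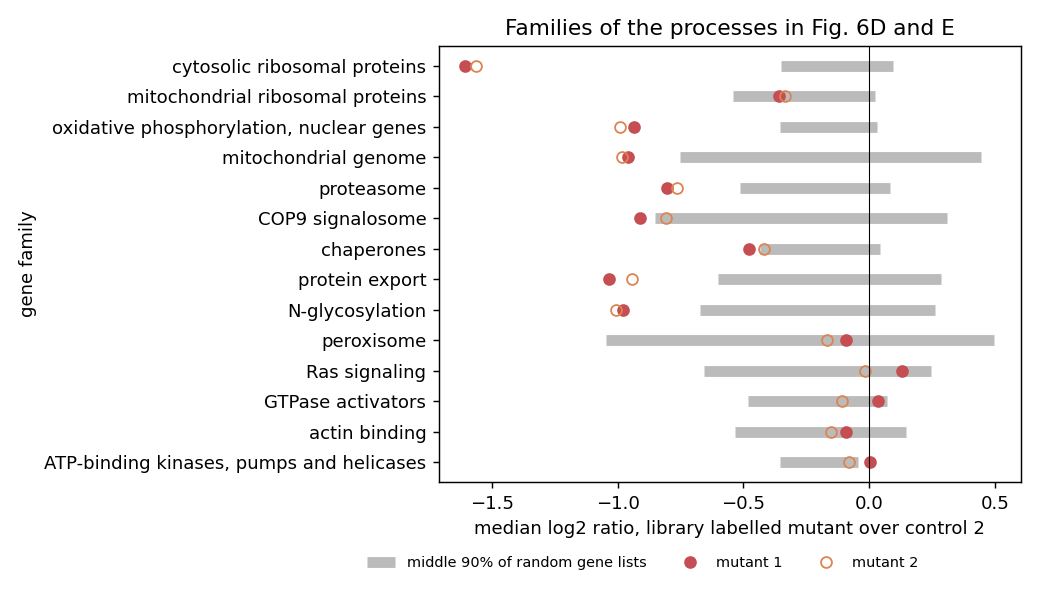
Median log2 ratio of each gene family in β cells of mutant 1 (filled points) and mutant 2 (open points) to control 2, with TMM scaling, and the middle 90% of random gene lists matched on mean CPM (grey bars). Cytosolic ribosomal protein genes lie lowest, at -1.60 and -1.56, and with CPM of all UMIs the chaperone, mitochondrial ribosomal, peroxisome, actin-binding, ATP-binding, GTPase activator and Ras signaling medians are positive in both mutant libraries.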

Supervised examination of the gene list further supported the dysfunction of *Myt3*^*IM/IM*^ β cells under HFD treatment. 

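Myt3 (St18, ENSMUSG00000033740) had 556 UMIs in β cells of mutant 1, 733 in mutant 2 and 2549 in control 2. This is 72.4 CPM (95% Poisson interval 66.5 to 78.6), 87.4 CPM (81.2 to 94.0) and 106 CPM (102 to 110). The log2 ratio to control 2 was -0.55 in mutant 1 and -0.28 in mutant 2, with a gap of 0.27 between the mutant libraries, near the size of the ratio in mutant 2. The median of all genes was -0.19 in mutant 1 and -0.21 in mutant 2. Myt3 lay near this median in mutant 2 but below it by more than that gap in mutant 1. Of the 4767 genes, 39.5% had a lower mean ratio than Myt3. The sign of the mean ratio, -0.42, changed to 0.18 with CPM of all UMIs and to 0.09 with the mean over cells of UMIs per 10000. At 1000 UMIs per cell, 7.97% of β cells in mutant 1, 9.36% in mutant 2 and 9.36% in control 2 had a Myt3 UMI. The thinning left out 306 β cells of mutant 1 and 154 of mutant 2. Without thinning the shares were 21.2%, 32.8% and 68.5%, at median depths of 2797, 4492 and 18116 UMIs. In the α and PP cluster, which also expresses Myt3, the thinned shares were 10.2%, 11.6% and 16.9%.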

We did not detect any changes in *Myt3* expression between the control and mutant cells, consistent with our expectation that the insertion mutation or HFD treatment would not interfere with *Myt3* transcription (Table S1). However, the transcript levels of several diagnostic β-cell markers, *Gck*, *Mafa*, *Nkx2.2*, *Nkx6.1*, *Pdx1*, and *Slc2a2*, were downregulated (Fig. 6*F*). 

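In the libraries labelled mutant, β-cell levels of Mafa, Nkx2-2, Nkx6-1, Pdx1 and Slc2a2 were above those of the library labelled control 2. Mafa, on chromosome 15 from 75745490 to 75748228 of GRCm38, had 1399 CPM in mutant 1 (95% Poisson interval 1373 to 1426), 1275 CPM in mutant 2 (1251 to 1299) and 316 CPM in control 2 (309 to 323), a log2 ratio of 2.15 in mutant 1 and 2.01 in mutant 2. The ratio of Nkx2-2, on chromosome 2 from 147177546 to 147194243, was 0.86 in mutant 1 and 0.74 in mutant 2, and that of Nkx6-1, on chromosome 5 from 101658139 to 101664996, was 0.93 in mutant 1 and 0.85 in mutant 2. For Pdx1, on chromosome 5 from 147269959 to 147275848, it was 0.90 in mutant 1 and 0.84 in mutant 2, and for Slc2a2, on chromosome 3 from 28697903 to 28731359, 0.95 in mutant 1 and 1.01 in mutant 2. For each of these 5 genes the smaller ratio exceeded the gap between the mutant libraries, which was largest for Mafa, at 0.13. The signs were the same under all 16 alternative settings. At 1000 UMIs per cell, 77.0% of β cells in mutant 1, 72.1% in mutant 2 and 19.5% in control 2 had a Mafa UMI, against 17.6%, 22.8% and 6.15% in the α and PP cluster. Without thinning the β-cell shares were 89.4%, 92.9% and 80.9%. The median depths of the α and PP cluster were 1805, 2866 and 7076 UMIs. Control 2 differs from the mutant libraries in depth and in its batch entry as well as in its genotype label.

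**Figure D3:**
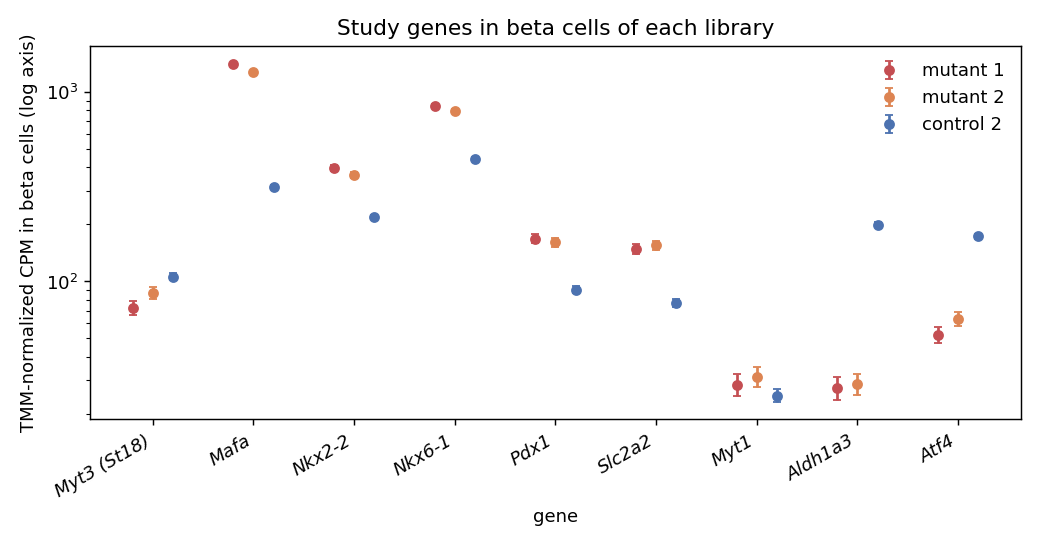
TMM-normalized CPM of Myt3 (St18) and of genes of Fig. 6F in summed β cells of mutant 1, mutant 2 and control 2, on a log axis. Points are single libraries and bars are 95% Poisson intervals, which cover counting error only. Mafa lies at 1399 and 1275 CPM in the mutant libraries and at 316 CPM in control 2.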

The expression of *Myt1* was also decreased (Fig. 6*F*). In contrast, there was increased expression of several markers associated with β-cell dysfunction, including *Aldh1a3*, which is associated with dedifferentiation (28, 29) and *Atf4*, which have opposing roles in β-cell function under high glucose or high fatty acid context (30).

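Myt1, on chromosome 2 from 181763332 to 181827797 of GRCm38, was counted with few UMIs, 218 in mutant 1, 262 in mutant 2 and 598 in control 2. Its level was 28.4 CPM (95% Poisson interval 24.7 to 32.4), 31.3 CPM (27.6 to 35.3) and 24.9 CPM (23.0 to 27.0). The log2 ratio of the libraries labelled mutant to control 2 was 0.19 in mutant 1 and 0.33 in mutant 2. The gap of 0.14 between the mutant libraries is close to the smaller of these ratios, and the counting interval of mutant 1 overlaps that of control 2.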

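Aldh1a3, on chromosome 7 from 66390890 to 66427517 of GRCm38, had 210 UMIs in β cells of mutant 1, 241 in mutant 2 and 4796 in control 2. This is 27.3 CPM (95% Poisson interval 23.8 to 31.3), 28.7 CPM (25.2 to 32.6) and 200 CPM (194 to 206). The log2 ratio to control 2 was -2.87 in mutant 1 and -2.79 in mutant 2. Atf4, on chromosome 15 from 80255184 to 80257541, had 400, 530 and 4172 UMIs and a ratio of -1.74 in mutant 1 and -1.46 in mutant 2. In the libraries labelled mutant both genes were thus below the library labelled control 2, by more than the gaps of 0.07 and 0.28 between the mutant libraries. Both stayed below it in each of the 16 alternative settings, but the size of the ratio varied. The mean over cells, given last, is left out of the following ranges. For Aldh1a3 the ratio ran from -3.24 among β cells of 3000 to 6000 UMIs to -2.23 with CPM of all UMIs. For Atf4 it ran from -1.74 without mutant 2 to -0.999 with CPM of all UMIs. With the mean over cells the ratios were -1.11 for Aldh1a3 and -0.55 for Atf4. That mean was in UMIs per 10000, with 1 added before the log. At such low levels the added 1 itself shrinks a ratio, so these values are not read as an effect of averaging over cells. At 1000 UMIs per cell, an Aldh1a3 UMI was found in 2.31%, 3.67% and 14.6% of β cells, and in 4 of 324, 4 of 267 and 0 of 65 cells of the α and PP cluster, the last with an exact upper limit of 5.52%. Without thinning the β-cell shares were 7.06%, 9.00% and 73.9%, and those of the α and PP cluster 2.16%, 2.87% and 15.4%. Summed over the α and PP cluster, Aldh1a3 had 8, 9 and 28 UMIs. Its log2 ratio there was -2.36 in mutant 1 and -2.42 in mutant 2. Free RNA of β cells was not set apart, so whether the cells of this cluster themselves differ stays open. The paper proposes β-cell dysfunction of Myt3IM/IM mice under the high-fat diet from poorer glucose clearance, weaker insulin secretion and lower Myt3 and Pdx1 protein. It takes the markers of dysfunction and the β-cell markers as further evidence.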

## Discussion

We have previously reported the importance of the Myt TFs in preventing β-cell failure (22). Here, we investigate the roles of regulated MYT3 production in this response, particularly under obesity-related stress. We suggest that Myt3, which could be regulated at translational levels, guards against stress response overactivation to prevent the transition of β-cell adaptation to failure during T2D development.

Myt3 is a zinc finger TF that is highly expressed in specific neuronal and endocrine islet cells (21). Coinactivation of *Myt3* with *Myt1* and *Myt2* compromised β-cell proliferation, survival, and function by derepressing several stress response effector genes, including Atf4 and heat shock proteins (22). In primary human islets, its knockdown compromised β-cell secretion under normal physiological conditions but resulted in cell death under obesity-related stress (31). The Myt protein levels were upregulated in both mouse and human β cells under obesity-related stress *via* post-transcriptional mechanisms, whereas their downregulation accompanies β-cell dysfunction in T2D development (22). By completely inactivating *Myt3* in all pancreatic cells, we established an essential role of *Myt3* in mouse-cell insulin secretion in late adult mice. We further demonstrated that translational control of Myt3 is, at least in part, mediated by an uORF that overlaps with the main Myt3 ORF. Disrupting this uORF resulted in a low (∼30%) but significant increase in Myt3 protein levels under normal physiological conditions, consistent with the notion that overlapping uORFs can normally repress protein translation (32). In contrast, this enhanced protein translation was reversed under obesity-related stress, which causes β-cell dysfunction. These combined findings imply the importance of translational control on the Myt3 protein levels during stress response.

Under regular feeding conditions, *Myt3*^*IM/IM*^ mutant mice with increased Myt3 production showed a trend of improving the glucose-clearing capacity in male mice, consistent with the positive roles of this gene in β-cell function. In contrast, their reduction, especially under obesity-related metabolic stress, rendered β cells vulnerable to failure. This finding suggests that the lowered Myt3 levels cannot be compensated for by its two paralogs, *Myt1* and *Myt2*, under stress. Note that we detected decreased transcript levels of *Myt1* when Myt3 levels were downregulated. Yet we did not know how *Myt1* was downregulated and how much its downregulation contributes to the observed β-cell defects, whose dosage reduction was shown to compromise β-cell secretory function. Note that the altered Myt3 translation did not affect glucose clearance in female mice under normal physiology or HFD challenge. The underlying reason is unknown.

There are several unresolved issues. First, our findings of multiple TSSs are consistent with the presence of multiple TSSs in most eukaryotic genes (33). Yet these results also pose challenges for determining the exact Myt3 isoform that is responsible for this regulation, which may contribute to the mild translational changes induced by our manipulation. Second, we induced Myt3 upregulation prior to HFD treatment. Thus, we do not know whether the observed β-cell defects after HFD induction arose from upregulated Myt3 pretreatment or downregulated Myt3 during treatment. New designs that only impact the Myt3 level change under metabolic stress are needed to resolve this issue. Third, the mutant allele was present in all cells of the mice, including those in the brain regions that can impact endocrine secretion and energy homeostasis. Thus, we do not know if the defective glucose homeostasis is a compound effect of multiple organs. To this end, transplanting mutant islets from newly born mutant mice into WT mice and following the islet phenotypes could address this question. Last, we did not observe similar overlapping uORFs in human *MYT3* transcripts (31). The importance of this mechanism to human diabetes, therefore, remains unclear.

## Experimental procedures

### Animal models and procedures

Mouse usage is approved by the Vanderbilt Institutional Animal Care and Use Committee for Dr Gu. Euthanasia follows the guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care International. The *Myt3*^*F*^ and *Pdx1*^*Cre*^ mice were described previously (21). To derive the *Myt3*^*IM*^ mice, Cas9 mRNA was coinjected with a guide RNA near the mutated sequence and a single-stranded DNA oligo spanning the mutated region (with a 12-base insertion) into the fertilized egg and implanted for mouse production. Note that the mutation creates a new HindIII restriction site, allowing a mutation screen with PCR, followed by HindIII digestion. After identifying the first-generation founders, they were backcrossed with CBA/BL6j mice for four generations. Heterozygous mice were then intercrossed to derive WT control and homozygous mutant mice for characterization.

### DNA construct, transfection, and luciferase assays

The cDNAs of RLuc and FLuc plus polyA signals from a vector from Addgene (#226464) were PCR amplified and cloned into a vector containing a bidirectional TetO enhancer/promoter (Addgene, #96963), producing the the general vector pYW1134. Note that during cloning, cloning site NotI was inserted at the 5′end of Fluc for later insertion of 5′ cDNA regulatory elements. The 5′ end of Myt3 T2RC was amplified *via* PCR using oligos with overhanging sequences that overlap with those of pYW1134, on either side of NotI. Gibson assembly was then used to clone the 5′ sequence into the vector pYW1134, producing reporter pYW1377 (containing the WT 5′ sequence). To introduce the mutation, a similar design was used, except that the mutated 5′ sequence was synthesized, producing pYW1381.

For translational tests, pYW1377 or pYW1381 and pCMV-rTTA plasmids were cotransfected into human embryonic kidney 293 cells (from American Type Culture Collection) and cultured at 37 °C. Twenty-four hours later, some samples were shifted into 42 °C for 3 h. Cells were then collected for RLuc and Fluc assays using a Dual-luciferase kit from Promega. The ratios between FLuc and Rluc were used to measure the translational efficiency. Note that we tested conditions with/without doxycycline, measuring translation at high or low transcription levels.

### RT–PCR, 5′ RACE, protein stability/level assays, and real-time quantitative PCR

For detecting the sequence of the 5′end, cDNA was made from total RNA isolated from adult CD1 WT mice. PCR then followed using oligos: #2060 (5′-ggaggtgtgacgtaaggagggctacacgca-3′) and #2059 (5′-cttgttaattggaactcccgatgcctgct-3′) to examine the expressed cDNA sequences. For 5′ RACE to determine the 5' TSSs, a kit from Invitrogen was used following the recommended protocols. The anchoring oligo used is #2059. The amplified fragments were cloned into the SmaI site of pBluescript vector for sequencing.

To assay for Myt3 protein degradation rate, freshly isolated islets (from three to five mice pooled) were split into different groups. Some were immediately dissociated into single cells and cyto-spun onto glass slides for fixation and immunofluorescence staining. Others were incubated in the presence of 150 μg/ml cyclohexamide for 6 h in RPMI media (5.5 mM glucose) plus: (a) 5% fetal bovine serum (FBS); (b) 5% FBS + 20% serum from CD-fed mice; and (c) 5% FBS + 20% serum from HFD-fed mice. The treated islets were then dissociated and cyto-spun onto slides for immunofluorescence staining and imaging/quantification. At least 10 microscopic fields were imaged using a confocal microscope FV1000 at 40X under identical conditions (for control and mutant pairs) and quantified with ImageJ [National Institute of Health (NIH)]. For examining Myt3 or Pdx1 levels in mouse islet cells of different ages, isolated islets or tissue sections were used, following similar appraoches (islet dissociation/cytospin or tissue section, staining, imaging, and quantification).

Real-time quantitative RT–PCR followed routine methods with the Bio-Rad SYBR-Green system, with expression normalized against GAPDH. Oligos used are GAPDH: 5′-aactttggcattgtggaagg-3′ and 5′-ggatgcagggatgatgttct-3′ Myt3: 5′-ttctgtgggtctctcccatc-3′ and 5′-ccacctttctgctcttctgg-3’.

### Intraperitoneal glucose tolerance test, insulin tolerance test, and HFD treatment

Intraperitoneal glucose tolerance test followed a routine method. Mice were fasted overnight (∼16 h). Glucose was injected at 2 g/kg in mice without HFD challenge or at 1 g/kg after HFD challenge, followed by blood glucose measurement *via* tail vein nip. Insulin tolerance test used similar approaches, except that insulin was injected at a 1 unit/kg body weight dosage. To induce obesity, ∼5-week-old mice were fed HFD (VWR, 60% calories from fat [compare with 12% from fat in CD]) for 2 to 5 months, specified for each relevant experiment.

### Antibodies used

Antibodies used were guinea pig anti-insulin (Dako, A0564), goat anti-Pdx1 (gift from Chris Wright of Vanderbilt), rabbit anti-Myt1 (this laboratory), rabbit anti-Ki67 (Abcam, Research Resource Identifier [RRID]: AB_443209), rat anti-Myt3 (this laboratory). Secondary antibodies are all from Jackson ImmunoResearch: Alexa-Flour-488-donkey anti-rat (RRID: AB_2340683), Alexa-Flour-594-donkey anti-rabbit (RRID: AB_2340621), and Alexa-Flour-647-donkey anti-goat (RRID: AB_2340437). All antibodies were used at a 1:1000 dilution. All these antibodies were authenticated using mutant tissues that lack the antibody-recognized antigen or WT cells with no expression of the targeted antigen.

### Islet preparation and secretion assays

Islet isolation uses collagenase type IV perfusion, followed by handpicking in RPMI1066 media (with antibiotics, 11 mM glucose, and 10% FBS) (21). After picking, the islets were allowed to recover in RPMI1066 media overnight before insulin secretion assays. Secretion assays were done in standard KRB solution with 2.8 mM glucose (G2.8), G20, or (G20 + 30 mM KCl) (G20K). For each stimulation, a 45-min window was used. Total insulin was obtained with ethanol alcohol extraction.

### Single-cell RNA-Seq

Freshly isolated islets from HFD-fed mice were washed with Ca^2+^/Mg^2+^-free Hank’s balanced salt solution for 3 × 10 min. They were then dissociated into single cells with trypsin. InDrop-Seq was then used for RNA-Seq (targeting 120 million reads), Novaseq 6000, Illumina (34, 35). Each sample has islets from two males and two females. 

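The counts of sex-linked genes were read in all kept cells of each library. Xist, which is transcribed from the inactive X chromosome of female cells, had 1 UMI in mutant 1, 8 in mutant 2 and 3 in control 2. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d together had 3073, 3210 and 7399 UMIs. Among the 25% of β cells with most UMIs, at least 1 Y-linked UMI was found in 450 of 533 cells of mutant 1 (84.4%, exact 95% CI 81.1 to 87.4). In mutant 2 it was found in 351 of 374 cells (93.9%, 90.9 to 96.1) and in control 2 in 411 of 414 cells (99.3%, 97.9 to 99.9).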

DropEst was used to preprocess single-cell RNA-Seq reads and to generate count matrices (36). 

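The deposited barcodes numbered 3023 in mutant 1, 2045 in mutant 2 and 2308 in control 2. In mutant 1, 80 of these had fewer than 500 UMIs, 4 had fewer than 100 genes and 1 had more than 10% mitochondrial UMIs. In mutant 2, 5 barcodes and in control 2, 25 barcodes exceeded 10% mitochondrial UMIs. Applying these limits removed 113 barcodes and kept 7263 cells. The lowest UMI total of a deposited barcode was 459 in mutant 1, 727 in mutant 2 and 2227 in control 2. With a minimum of 1000 UMIs, 2426, 1842 and 2283 cells were kept.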

Cells with low uniquely mapping reads (<500), low proportion of expressed genes (<100), or high proportion of mitochondrial RNAs (>10%) were removed. Reads were normalized using unique molecular identifier–filtered counts. Cell subpopulations were identified and visualized by Uniform Manifold Approximation and Projection using Seurat based on the first 30 principal components generated from the top 2000 highly variable genes (37, 38). Differentially expressed genes between mutant and control β cells were identified by Seurat at the criteria of |log2 fold change| >0.50, false discovery rate <0.05, and adjusted *p* < 0.00001. The Database for Annotation, Visualization and Integrated Discovery was used for functional clustering analysis (39).

### Statistical analysis

Students’ *t* test was used for pairwise comparisons at single time points or paired genotypes. Two-way ANOVA was used to compare multiple groups of data points. A *p* value of 0.05 or lower was considered significant.

## Data and material availability

The original and minimally processed RNA-Seq data are available in the Gene Expression Omnibus website. The accession numbers are GSE313551 for the single-cell RNA-Seq and GSE316839 (samples GSM9460896, 9460897, 9460900, and 9460901) for bulk β-cell RNA-Seq. Further requests for resources and reagents should be directed to and will be fulfilled by .

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Ikegami H., Babaya N., Noso S. (2021). beta-Cell failure in diabetes: common susceptibility and mechanisms shared between type 1 and type 2 diabetes. J. Diabetes Investig..

[2] Swisa A., Glaser B., Dor Y. (2017). Metabolic stress and compromised identity of pancreatic beta cells. Front. Genet..

[3] Wortham M., Sander M. (2016). Mechanisms of beta-cell functional adaptation to changes in workload. Diabetes Obes. Metab..

[4] Zhang T., Kim D.H., Xiao X., Lee S., Gong Z., Muzumdar R. (2016). FoxO1 plays an important role in regulating beta-cell compensation for insulin resistance in male mice. Endocrinology.

[5] Saisho Y. (2019). Changing the concept of type 2 diabetes: beta cell workload hypothesis revisited. Endocr. Metab. Immune Disord. Drug Targets.

[6] Cao S.S., Kaufman R.J. (2014). Endoplasmic reticulum stress and oxidative stress in cell fate decision and human disease. Antioxid. Redox Signal..

[7] Fonseca S.G., Gromada J., Urano F. (2011). Endoplasmic reticulum stress and pancreatic beta-cell death. Trends Endocrinol. Metab..

[8] Saadeh M., Ferrante T.C., Kane A., Shirihai O., Corkey B.E., Deeney J.T. (2012). Reactive oxygen species stimulate insulin secretion in rat pancreatic islets: studies using mono-oleoyl-glycerol. PLoS One.

[9] Gerber P.A., Rutter G.A. (2017). The role of oxidative stress and hypoxia in pancreatic beta-cell dysfunction in diabetes mellitus. Antioxid. Redox Signal..

[10] Herbert T.P., Laybutt D.R. (2016). A reevaluation of the role of the unfolded protein response in islet dysfunction: maladaptation or a failure to adapt?. Diabetes.

[11] Zhang K., Kaufman R.J. (2008). From endoplasmic-reticulum stress to the inflammatory response. Nature.

[12] Young S.K., Wek R.C. (2016). Upstream open reading frames differentially regulate gene-specific translation in the integrated stress response. J. Biol. Chem..

[13] Gordiyenko Y., Llacer J.L., Ramakrishnan V. (2019). Structural basis for the inhibition of translation through eIF2alpha phosphorylation. Nat. Commun..

[14] Slimen I.B., Najar T., Ghram A., Dabbebi H., Ben Mrad M., Abdrabbah M. (2014). Reactive oxygen species, heat stress and oxidative-induced mitochondrial damage. A review. Int. J. Hyperthermia.

[15] Sies H. (2017). Hydrogen peroxide as a central redox signaling molecule in physiological oxidative stress: oxidative eustress. Redox Biol..

[16] Xin Y., Dominguez Gutierrez G., Okamoto H., Kim J., Lee A.H., Adler C. (2018). Pseudotime ordering of single human beta-cells reveals states of insulin production and unfolded protein response. Diabetes.

[17] Guo S., Dai C., Guo M., Taylor B., Harmon J.S., Sander M. (2013). Inactivation of specific beta cell transcription factors in type 2 diabetes. J. Clin. Invest..

[18] Farley M.M., Watkins T.A. (2018). Intrinsic neuronal stress response pathways in injury and disease. Annu. Rev. Pathol..

[19] Fulda S., Gorman A.M., Hori O., Samali A. (2010). Cellular stress responses: cell survival and cell death. Int. J. Cell Biol..

[20] Shrestha N., De Franco E., Arvan P., Cnop M. (2021). Pathological beta-cell endoplasmic reticulum stress in type 2 diabetes: current evidence. Front. Endocrinol. (Lausanne).

[21] Huang C., Walker E.M., Dadi P.K., Hu R., Xu Y., Zhang W. (2018). Synaptotagmin 4 regulates pancreatic beta cell maturation by modulating the Ca(2+) sensitivity of insulin secretion vesicles. Dev. Cell.

[22] Hu R., Walker E., Huang C., Xu Y., Weng C., Erickson G.E. (2020). Myt transcription factors prevent stress-response gene overactivation to enable postnatal pancreatic beta cell proliferation, function, and survival. Dev. Cell.

[23] Chen J., Sun M., Adeyemo A., Pirie F., Carstensen T., Pomilla C. (2019). Genome-wide association study of type 2 diabetes in Africa. Diabetologia.

[24] Tan Y., He Q., Chan K.H.K. (2023). Identification of shared genetic architecture between non-alcoholic fatty liver disease and type 2 diabetes: a genome-wide analysis. Front. Endocrinol. (Lausanne).

[25] Henquin J.C. (2009). Regulation of insulin secretion: a matter of phase control and amplitude modulation. Diabetologia.

[26] Brown M., Agan V., Nevills S., Hu R., Simmons A., Xu Y. (2024). Endocrine islet β-cell subtypes with differential function are derived from biochemically distinct embryonic endocrine islet progenitors that are regulated by maternal nutrients. Res. Sq..

[27] Lacerda R., Menezes J., Romao L. (2017). More than just scanning: the importance of cap-independent mRNA translation initiation for cellular stress response and cancer. Cell. Mol. Life Sci..

[28] Kim-Muller J.Y., Fan J., Kim Y.J., Lee S.A., Ishida E., Blaner W.S. (2016). Aldehyde dehydrogenase 1a3 defines a subset of failing pancreatic beta cells in diabetic mice. Nat. Commun..

[29] Tong X., Yagan M., Hu R., Nevills S., Doss T.D., Stein R.W. (2024). Metabolic stress levels influence the ability of myelin transcription factors to regulate beta-cell identity and survival. Diabetes.

[30] Yagan M., Najam S., Hu R., Wang Y., Dickerson M., Dadi P. (2025). Atf4 protects islet beta-cell identity and function under acute glucose-induced stress but promotes beta-cell failure in the presence of free fatty acid. Diabetes.

[31] Hu R., Yagan M., Wang Y., Tong X., Doss T.D., Liu J. (2025). Myelin transcription factors 1 and 3 have overlapping but distinct roles in insulin secretion and survival of human beta cells. BioRxiv.

[32] McGeachy A.M., Ingolia N.T. (2016). Starting too soon: upstream reading frames repress downstream translation. EMBO J..

[33] Zhan Y., Hu Z., Lu Z., Lin Z. (2025). The patterns of alternative TSS usage explain the highly heterogeneous landscape of 5'UTR lengths in eukaryotes. NAR Genom. Bioinform..

[34] Simmons A.J., Lau K.S. (2022). Dissociation and inDrops microfluidic encapsulation of human gut tissues for single-cell atlasing studies. STAR Protoc..

[35] Yang X., Graff S.M., Heiser C.N., Ho K.H., Chen B., Simmons A.J. (2020). Coregulator Sin3a promotes postnatal murine beta-cell fitness by regulating genes in Ca(2+) homeostasis, cell survival, vesicle biosynthesis, glucose metabolism, and stress response. Diabetes.

[36] Petukhov V., Guo J., Baryawno N., Severe N., Scadden D.T., Samsonova M.G. (2018). dropEst: pipeline for accurate estimation of molecular counts in droplet-based single-cell RNA-seq experiments. Genome Biol..

[37] Butler A., Hoffman P., Smibert P., Papalexi E., Satija R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[38] Stuart T., Butler A., Hoffman P., Hafemeister C., Papalexi E., Mauck W.M. (2019). Comprehensive integration of single-cell data. Cell.

[39] Sherman B.T., Hao M., Qiu J., Jiao X., Baseler M.W., Lane H.C. (2022). DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res..

# Supplementary material for: Deregulated translation of the transcription factor Myt3 predisposes islet β cells to dysfunction under obesity-induced metabolic stress
**Source:** J Biol Chem. 2026 Jan 13;302(3):111164. doi: 10.1016/j.jbc.2026.111164
**Supplement:** Supporting Information

**Summary of Supporting Information:**

- 1) Materials and Methods.
- 2) Supporting table description (1 table).
- 3) Supplementary figures and legend (five figures).

**Materials and Methods:**

IPGTT, GISS assays, RNA-seq data analysis, and IF analysis utilized methods described in the manuscript.

**Supporting Table S1.** Spreadsheet for gene expression analysis.

## Supplementary Figures:

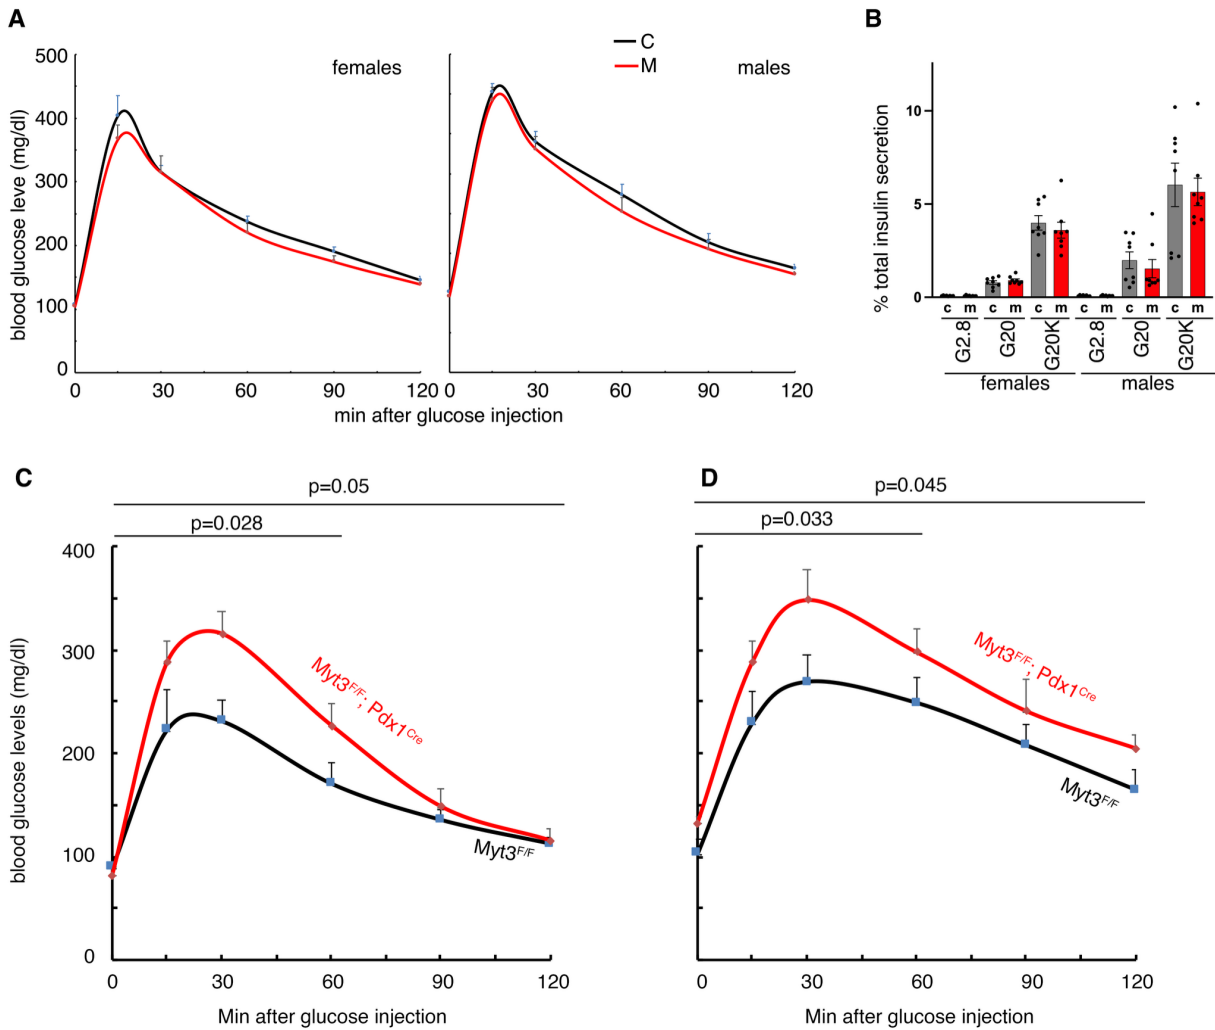

**Figure S1. Myt3 is required for glucose homeostasis in aged mice.** A, IPGTT results of 8-week-old mice. In both sexes, 6 controls and 6 mutants were tested. B, islet GSIS of 8-week-old mice, shown as % of total insulin secreted within a 45-minute window. Each assay contained at least 4 mice, 2-3 technical repeats from each mouse. C and D, IPGTT of ~5-month-old mice. In females, 6 controls and 6 mutants were tested. In males, 6 controls and 7 mutants were tested.

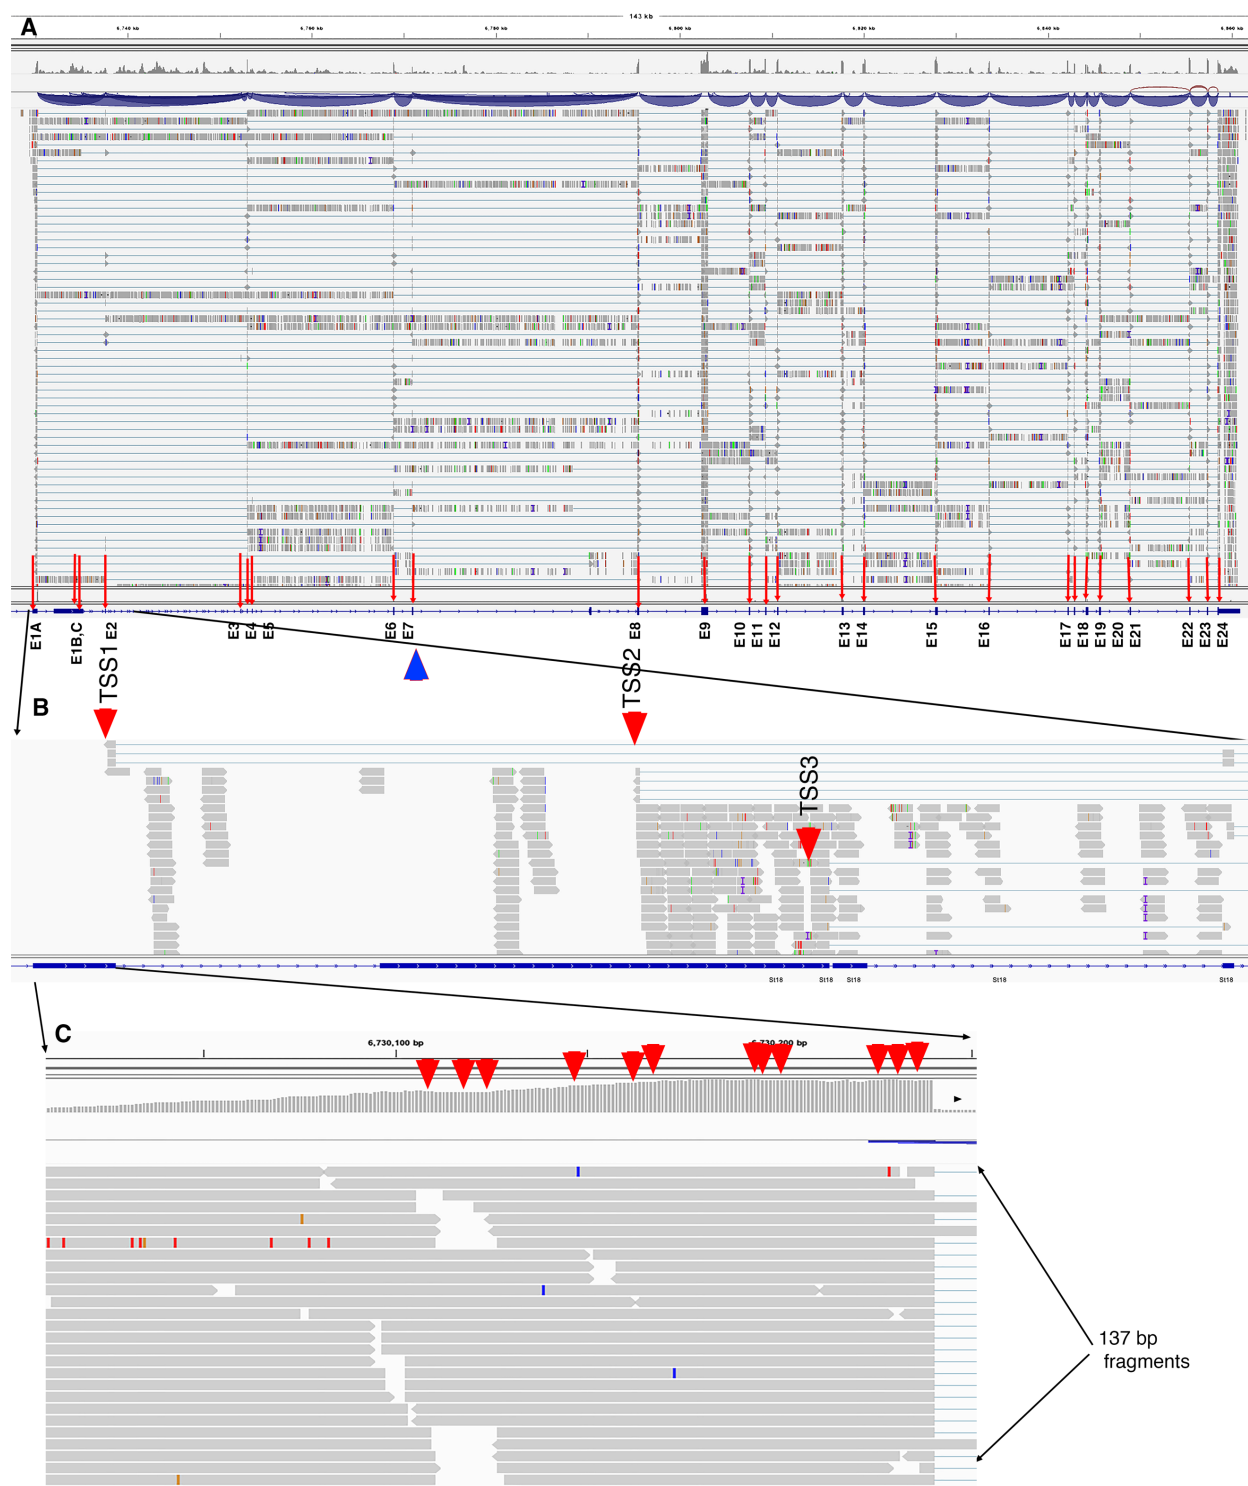

**Figure S2. Exon expression of *Myt3* in purified adult  $\beta$  cells.** The original RNAseq data were in GSE316839. The exact sample used for generating this graph is GSM9460901. A, locations of exons. The blue arrowhead notes the alternative exon between T1 and T2 mRNAs. B and C, zoomed-in images of the 5' region of *Myt3* transcripts. In B, the three starting exons were marked (red arrowheads). In C, the multiple 5' ends recognized via RNAseq were marked (red arrowheads).

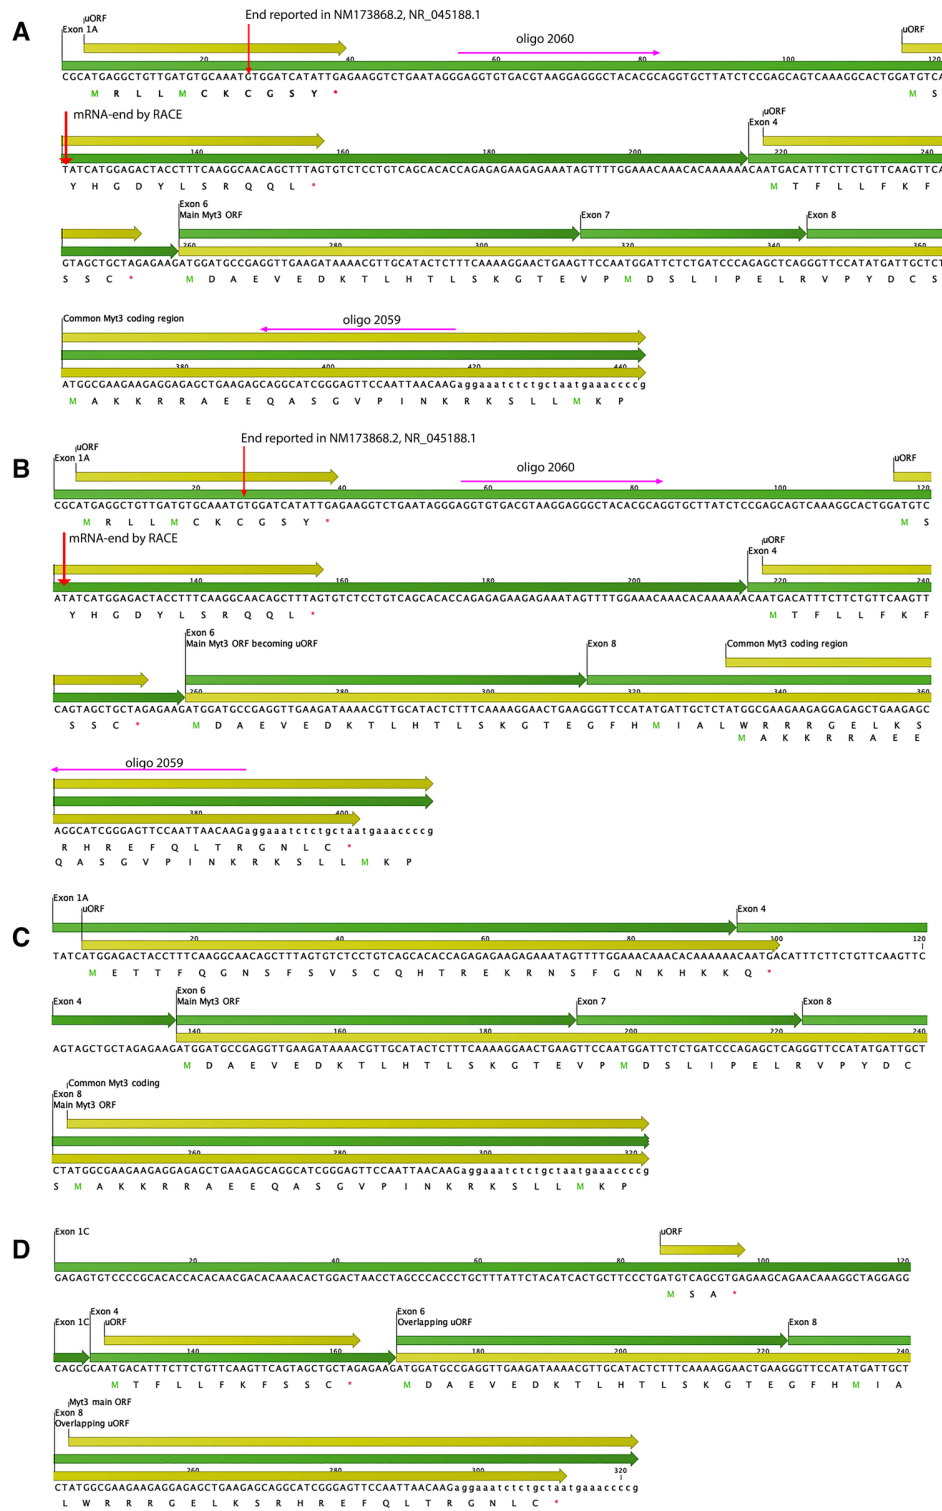

**Figure S3. Sequences of the Myt3 5'ends.** A and B, sequences from nested RT-PCR, followed by sequencing. Note that to put our sequence on context, some extra 5' sequences from cDNA clones deposited in the gene bank were also presented (the thin red lines indicate the starting sequences of NM173868.2 and NR\_045188.1). The oligos used for nested PCR are 2060 and 2059 (pink arrows). C and D, 5' sequences mapped using 5'RACE, using oligo 2059. Their corresponding starting points were labeled (thicker red arrows) in A and B.

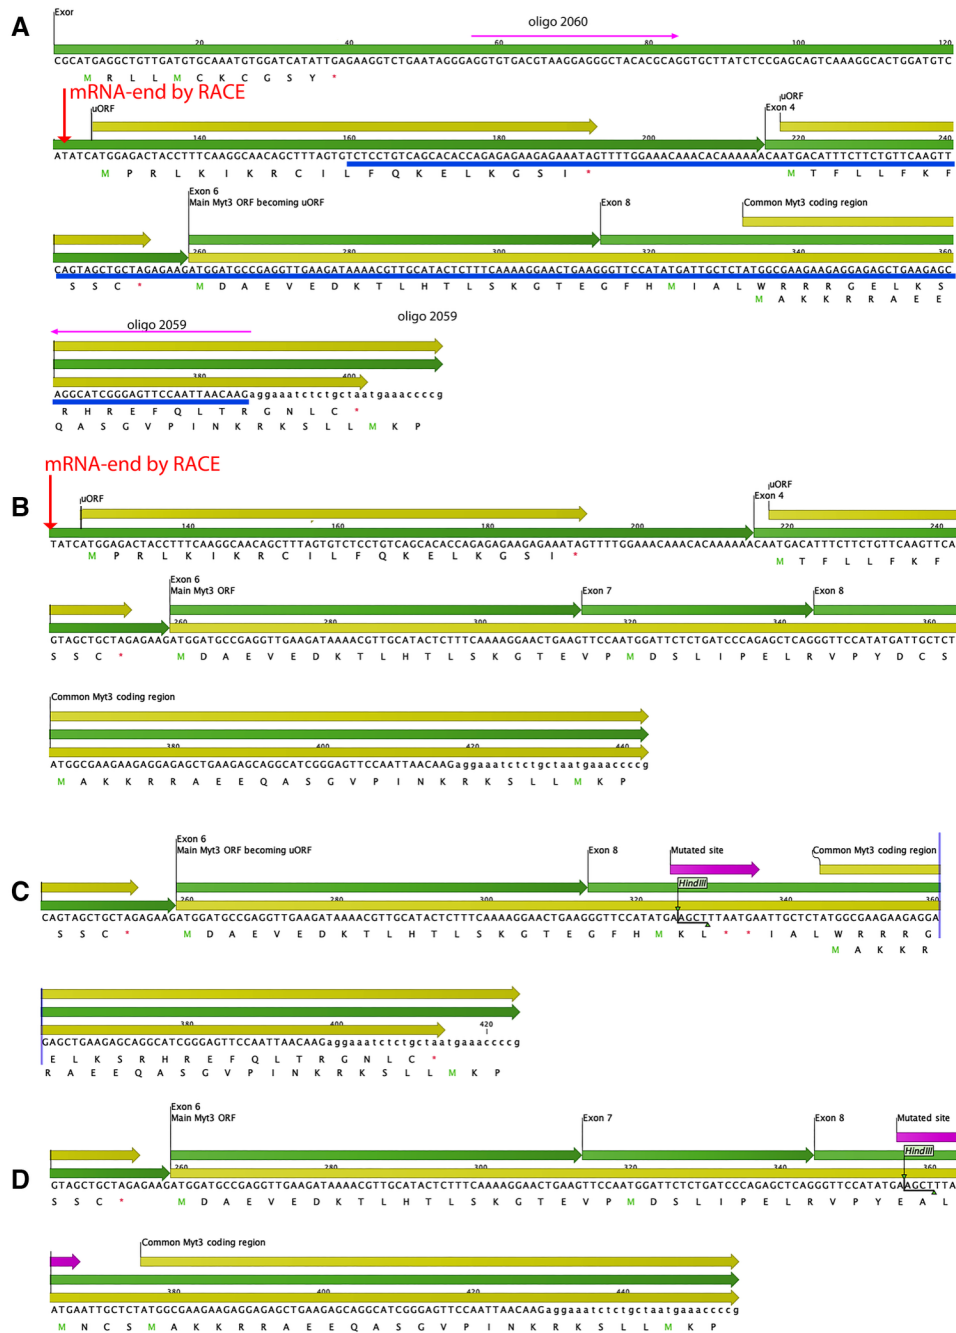

**Figure S4. Sequences of the Myt3 5'ends used for reporter assays.** A, the 5'RACE sequences related to the sequences used for T2 transcript tests. The sequences used in the reporter were marked with a blue line. B – D, sequences present in the mutated constructs. Note that parts of sequences of T1 (WT and mutated) were also included to highlight how the insertion mutation impacts T1 translation.

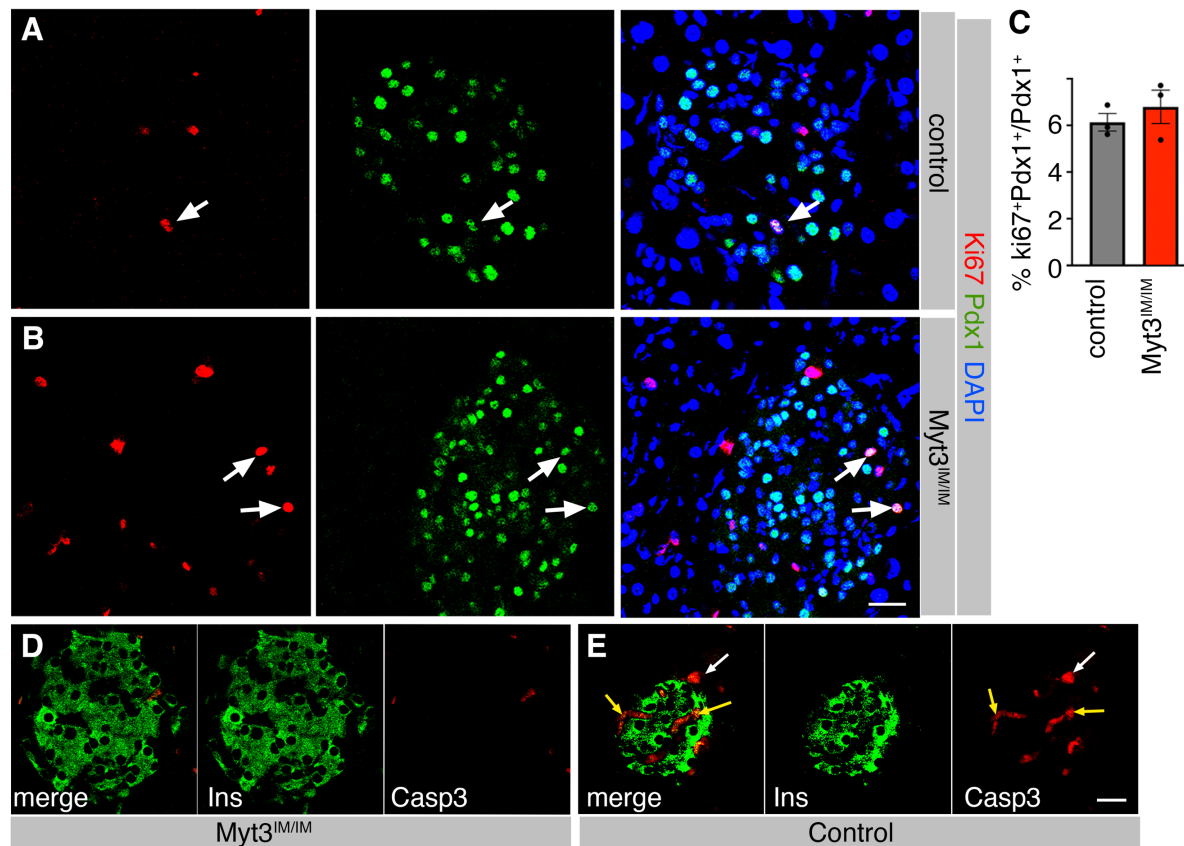

**Figure S5. Myt3<sup>IM/IM</sup> cells have normal proliferation and viability under HFD treatment.** A–C, Ki67 and Pdx1 staining in control and Myt3<sup>IM/IM</sup> islet cells after 3-month feeding with HFD. The white arrow, a Ki67<sup>+</sup>Pdx1<sup>+</sup> cell, appears to be dividing. *D* and *E*, apoptosis assays (via cleaved caspase 3, Casp3) in  $\beta$  cells of control and Myt3<sup>IM/IM</sup> islet cells after 3-month feeding with HFD. White arrows, a Casp3<sup>+</sup>Ins<sup>-</sup> cell, to show that the IF assay was working. Yellow arrows, blood cells, recognized by their shape and location within the islets. Bars, 20  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

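Islet cells of Myt3IM/IM mice and of control mice were profiled by droplet single-cell RNA-Seq in 4 labelled libraries, 2 per genotype by label. The authors made the counts with DropEst, and the deposited values are whole-number UMI counts per gene and cell, without normalization. The methods section names filters on reads, genes and mitochondrial RNA, but some deposited barcodes lie outside these limits, so the filters had not been fully applied before deposit. The aligner, genome build and annotation behind the counts are not named in the paper's text. The diet and platform differ between the paper and the sample labels, and the paper's values are used.

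Matrices of mutant 1, mutant 2 and control 2 were read, with 3023, 2045 and 2308 barcodes and 8448466, 9013499 and 36985253 UMIs. The expression of control 1 was not analysed here. Cells with fewer than 500 UMIs, fewer than 100 genes or more than 10% mitochondrial UMIs were removed. Counts were scaled to 10000 UMIs per cell and log-transformed, and clusters were formed in scanpy 1.11.5 from 2000 variable genes, 30 principal components, 20 neighbours and a Leiden resolution of 0.5. A cluster was named if at least 3 markers of a cell type were detected in it and its 10 leading genes held no more of the fixed markers of another type than of its own, with the further limit on depth given for cluster 11. This rule was set after the clusters had been seen. Scrublet's own threshold marked 0.0826% of cells and was not used.

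UMIs of β-like cells were summed per library and scaled with edgeR 4.0.16 (TMM), in R 4.3.3. Ratios to control 2 used a prior count of 1, and genes with a mean of at least 20 CPM were counted where both ratios passed 0.5 on the log2 scale. Because 1 control library was analysed, no test, p-value or standard error between genotypes was computed. The gap between the mutant libraries, the same count with each mutant library set apart, and 20 draws of simulated unchanged libraries serve as scale. They do not cover a batch difference of control 2. The counting step was tested on simulated data, in which 200 of 200 changed genes were recovered, with a median error of -0.04, and 4 of 5017 unchanged genes passed. The simulated log2 changes were 1 or 2 in size, evenly split by direction, all beyond the threshold of 0.5. Smaller changes and the difference in hormone share between these libraries were therefore not tested. Families of gene symbols were set beside 10000 random lists of the same size matched on mean CPM. Intervals are exact Poisson or binomial intervals at 95% and cover counting error only. The median depth of β cells was 2797, 4492 and 18116 UMIs, so shares of cells with a UMI are given at 1000 UMIs per cell.

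The samples, the designs, the marker genes, the gene families, the alternatives and the rule for named genes were set before the data were examined, apart from those said to be chosen later. The named genes are those the paper names for these data, of which 1 is not reported here, hormone, sex, strain and nuclear RNA genes, and the 5 highest and 5 lowest genes with a mean of at least 50 CPM, ranked by the smaller of their ratios in the mutant libraries. Alternatives covered the normalization (DESeq2 1.42.0 size factors, CPM of all UMIs, CPM without hormone and mitochondrial genes), thinning of cells, the cell filters, the β-cell rule, the clustering, the CPM minimum, the prior count and each mutant library left out. Added after seeing the data were a depth range of 3000 to 6000 UMIs, removal of the 5% of cells with the highest Scrublet scores, leaving cluster 2 out of the β cells, and leaving out each mutant library for the cell shares and the separation. The depth range held 785 β cells of mutant 1, 585 of mutant 2 and 139 of control 2. Transcript positions come from the GENCODE vM21 annotation of GRCm38. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 were used.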

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

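The tests of free RNA and of a dissociation response in this part were chosen only after the result was seen.

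Gcg drew attention because its level in β cells of the mutant libraries lay above control 2 and the paper does not discuss it. The mean log2 ratio was 3.80, at 2740 CPM in mutant 1, 2908 CPM in mutant 2 and 203 CPM in control 2. A candidate explanation, given as a hypothesis, is free RNA of α cells, whose cluster is larger in the mutant libraries. At 500 UMIs per cell, non-endocrine cells with a Gcg UMI were more frequent in the mutant libraries by at least 49.8 percentage points. Over their summed UMIs the gap was smaller, at 3204, 2937 and 1933 CPM of all UMIs, but 930 of the 1074 Gcg UMIs of control 2 came from 1 cell. Without the cell with most Gcg UMIs in each library the sums were 1951, 2698 and 264 CPM. A difference of batch, which the labels leave uncertain, cannot be told apart from genotype, and no biological explanation was tested.

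Serpinb8, Dnajb1, Lars2 and Trpm5 are likewise outside the genes the paper discusses and above control 2, with mean log2 ratios of 3.68, 3.10, 2.95 and 2.78. The deeper β cells of control 2 alone do not account for them. Among β cells of 3000 to 6000 UMIs, of which control 2 had 139, the lowest ratio of the 4 genes was 1.55. For Dnajb1, a chaperone gene, a response to cell dissociation was tested with 15 response genes, whose median lay at percentile 85.9 of random lists, inside their middle 90%. This leaves the response open, as 8 of the 15 genes were higher in both mutant libraries. Dnajb1 was also higher in non-endocrine cells, with ratios of 2.90 in mutant 1 and 2.86 in mutant 2, where free RNA of β cells was not set apart. A difference of batch or of genotype stays open for all 4 genes, and these cannot be told apart here.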

How the results depend on the processing

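The depth range of 3000 to 6000 UMIs per β cell, the removal of the 5% of cells with the highest Scrublet scores and the β cells without cluster 2 were chosen after seeing the data, and the other settings named here were not. No paired analysis was possible because the analysed libraries of the 2 genotypes share only replicate number 2. Scrublet's own threshold marked too few cells to be run as an alternative.

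Genes lower in both mutant libraries numbered 1541 and genes higher in both 680. With CPM of all UMIs they numbered 569 and 1986, after thinning to 500 UMIs 957 and 1318, and among β cells of 3000 to 6000 UMIs 686 and 1298. Higher genes numbered 1061 after thinning to 1000 UMIs and 1642 with CPM that left out hormone and mitochondrial genes. That last setting counted 7615 genes in place of 4767, so its 1691 lower genes are a smaller share of the genes counted. A mean of at least 5 CPM gave 3296 and 1253, a mean of at least 100 CPM 272 and 183, and a log2 threshold of 1 gave 720 and 218, as fewer or more genes can pass. Lower genes were 69.4% of both, and 22.3% with CPM of all UMIs, 50.7% without hormone and mitochondrial genes, 49.4% and 42.1% after thinning to 1000 and 500 UMIs, and 34.6% in the depth range. The balance of directions therefore depends on scaling and depth.

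The mean of the ribosomal protein medians was -1.58 and stayed below 0 in every alternative. It was -1.51 with DESeq2 size factors, -0.98 with CPM of all UMIs, -1.34 without hormone and mitochondrial genes, -1.33 and -1.37 after thinning to 1000 and 500 UMIs, and -1.43 at 100 CPM. It was -1.51 with at least 1000 UMIs per cell, -1.55 with at most 5% mitochondrial UMIs, -1.53 without a cell filter, -1.45 with β cells chosen by hormone and -0.61 in the depth range. The cause of these shifts was not tested, apart from depth.

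The 8 genes of Fig. 6F reported here kept their direction in each of the 16 alternatives. Myt3 changed sign with CPM of all UMIs (0.18) and with the mean over cells (0.093). Actin binding turned positive with CPM of all UMIs (0.48), after thinning to 1000 (0.15) and 500 UMIs (0.24) and in the depth range (0.044). Peroxisome genes did so under the same settings (0.47, 0.30, 0.60 and 0.24). Mitochondrial ribosomal genes did so with CPM of all UMIs (0.26), at 500 UMIs (0.086) and in the depth range (0.24), and chaperones with CPM of all UMIs (0.19) and in the depth range (0.073). The ATP-binding and GTPase activator medians, both -0.04, became 0.031 and 0.082 with DESeq2 size factors, 0.60 and 0.61 with CPM of all UMIs and 0.12 and 0.11 without hormone and mitochondrial genes. They were 0.18 and 0.31 after thinning to 1000 UMIs, 0.26 and 0.48 after thinning to 500 and 0.29 and 0.34 in the depth range, and without mutant replicate 2 they were 0.0024 and 0.03. GTPase activators were also positive without the highest Scrublet scores (0.01) and without cluster 2 (0.0065). Ras signaling, at 0.056, fell below 0 with at least 1000 UMIs per cell (-0.023), without a cell filter (-0.016), with β cells chosen by hormone (-0.057) and without mutant replicate 1 (-0.017). The cause was not tested. Of 144 values of single study genes, 83 stayed within the spread of the mutant libraries, 59 moved beyond it without a change of sign and 2 changed sign.

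The mean β share of the mutant libraries lay 0.0984 percentage points above control 2. It became -12.4 with at least 1000 UMIs per cell, -6.38 with at most 5% mitochondrial UMIs, -13.3 at a Leiden resolution of 0.2, -7.94 at a resolution of 1, -13.4 with cells thinned to 500 UMIs before clustering, 0.911 without the 5% highest Scrublet scores and -3.48 with cluster 2 left out of the β cells. In the first 5 of these settings between 0 and 275 cells of control 2 stayed unnamed, in place of 408. Without the highest Scrublet scores 407 did so, and the cause of that shift was not tested. Cluster 2 holds more cells of the mutant libraries. The α and PP share lay 10.3 points above control 2, and 11.2 with at least 1000 UMIs and 11.1 after thinning to 500. The δ share lay 3.69 points above, 4.24 with at least 1000 UMIs and 3.12 without the highest Scrublet scores. After thinning to 500 UMIs the Sst-led cluster stayed unnamed, so no δ value exists there. The separation of 0.903 fell to 0.841 at 500 UMIs per cell.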

Differences from the paper's values

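The compared values lay within the limits set for a difference. The β-like cells of the mutant libraries numbered 3614, against the paper's 3434. The α and PP share was 12.6% in mutant 1, 13.7% in mutant 2 and 2.85% in control 2, against about 13%, about 16% and about 2.5% for α cells in Fig. 6C, read by eye.

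The directions of single genes differ. The paper gives Mafa, Nkx2-2, Nkx6-1, Pdx1, Slc2a2 and Myt1 as lower in mutant β cells and Aldh1a3 and Atf4 as higher (Fig. 6F). In the libraries analysed here, 8 of these 8 genes ran the other way in both mutant libraries. The log2 ratio in mutant 1 was 2.15 for Mafa, 0.19 for Myt1, -2.87 for Aldh1a3 and -1.74 for Atf4. None of the alternatives, set before the data were examined or added later, gave the paper's direction for any of the 8.

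The paper places cytosolic ribosome, proteasome, protein export, N-linked glycosylation and COP9 signalosome genes among those higher in mutant β cells (Fig. 6E). Here 78 of 80 cytosolic ribosomal protein genes and 25 of 29 proteasome genes were lower in both mutant libraries. The same held for 17 of 17 protein export genes, 14 of 15 N-glycosylation genes and 5 of 6 COP9 signalosome genes. None of the alternatives turned the median of any of these 5 families positive. Mitochondrial and chaperone genes are named by the paper among both the lower and the higher genes (Fig. 6D and E), so no direction is compared for them. Peroxisome genes, also named in Fig. 6E, had a median of -0.09 in mutant 1. They were positive with CPM of all UMIs (0.47) and after thinning to 1000 (0.30) and 500 UMIs (0.60), set before the data were examined, and among β cells of 3000 to 6000 UMIs (0.24), a setting chosen after seeing the values.

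The paper's methods state that each sample pooled islets of both sexes, while its results state a focus on males from the high-fat diet experiments on. In the 3 libraries Xist had 1, 8 and 3 UMIs.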

Other observations

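Of the tests in this part, those of a few dominant genes, of exchanged labels, of a comparison run in the other direction and of female cells were chosen only after the result was seen.

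The 8 genes of Fig. 6F reported here run opposite to the paper's direction in both mutant libraries, and several technical explanations were tested. Against the deeper β cells of control 2, 8 of 8 genes stayed opposite with each β cell thinned to 1000 or 500 UMIs. The same held among β cells of 3000 to 6000 UMIs. That range held 785 β cells of mutant 1, 585 of mutant 2 and 139 of control 2. The 139 lie in the shallow part of their library, so the range may change more than depth. In that range Myt1, with 19 UMIs in control 2, lay near the median of all genes in mutant 1, so depth stays open for Myt1. A few genes taking most of the UMIs would shift all genes of a library by 1 factor, yet 8 of 8 genes lay opposite relative to the median of all genes, by more than the gap between the mutant libraries. After thinning to 500 UMIs and in the depth range 7 of 8 did so, with Myt1 as the exception. Against transcript length and GC content, 8 of 8 stayed opposite after a trend on both was removed. Labels exchanged between these libraries and Fig. 6C are argued against by the α and PP cluster, which held 2.85% of control 2 and more of both mutant libraries, the order that Fig. 6C draws. Labels that are wrong in the same way in both places would pass this test and stay open.

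A candidate explanation, given as a hypothesis, is a comparison run in the other direction, with control over mutant. Of 6 families named in Fig. 6E and not in Fig. 6D, 5 had a median below the 5th percentile of random lists, where the paper has them higher. After the trend on transcript length and GC content was removed 4 of the 6 did, as the COP9 signalosome moved from percentile 4.81 to 8.68. The test was narrowed 2 times after its values were seen. Its first form covered 12 families of Fig. 6D and E relative to the median of all genes, of which 11 lay on the side opposite to the paper, and its second covered 8 families of Fig. 6E, of which 6 passed. Both counted mitochondrial and chaperone families, which the paper names in both directions. The limit that over 50% of families must pass was also set afterwards, and a smaller share would have left the explanation open. The test therefore neither establishes nor excludes it. Genotype cannot be read from counts per gene, and control 1 was not analysed here. A batch difference, which the batch entry of control 2 leaves uncertain, stays open and cannot be told apart from genotype.

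Ribosomal protein genes were lower in the mutant libraries, and length and depth were tested as explanations. After a trend on transcript length and GC content was removed, the median nearer to 0 was -1.03, below the random lists. Among β cells of 3000 to 6000 UMIs the median lay at least 0.77 below that of all genes, as -0.77 was the smaller gap. A difference of batch or genotype may underlie the rest and was not tested.

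β cells of control 2 lay apart from those of the mutant libraries. Depth per cell does not account for this, as the lower share of own-library neighbours was 0.890 with each cell at 1000 UMIs, against 0.530 between the mutant libraries. Without ribosomal, mitochondrial, hormone, sex and nuclear RNA genes it was 0.901. Whether control libraries also part from each other was not analysed here.

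Female cells were not seen in the 3 libraries. Female cells that lack Xist UMIs would leave many deep β cells without a Y-linked UMI, yet the lowest share with one was 84.4%, in mutant 1. A single male population with the same mean number of Y-linked UMIs would give 85.6% there, 92.6% in mutant 2 and 99.4% in control 2.

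In non-endocrine cells the log2 ratio of Atf4 was -1.89 in mutant 1 and -1.88 in mutant 2, from 13, 12 and 165 UMIs in mutant 1, mutant 2 and control 2. There Aldh1a3 was also lower, at -1.23 and -3.87, and Mafa higher, at 3.27 and 2.31. Nkx2-2, Nkx6-1, Pdx1 and Slc2a2 were higher in both mutant libraries too, some from few UMIs, while Myt1 differed in sign. In the α and PP cluster these genes had the same signs as in β cells, apart from Myt1, at -0.43 and -0.05. The differences were thus also measured outside the β-like clusters. Free RNA of β cells was not set apart, so whether those other cells themselves differ stays open. In β cells Ins1 had ratios of -1.63 and -1.34 and Ins2 of -0.94 and -0.89. Of 10 genes of the mitochondrial genome, 9 were lower in both mutant libraries and 1, mt-Co3, was higher in both. Their median was -0.96 in mutant 1 and -0.98 in mutant 2, at percentile 1.70 of the random lists. After the trend on transcript length and GC content was removed, the percentile was 13.6. The sizes were unequal, with mt-Co2 at -2.92 and -2.81 and mt-Co3 at 0.27 and 0.01. The nuclear RNA Malat1 had ratios of -2.25 and -1.81, while Neat1 had 0.36 and 0.40.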
